# TFAP4 exacerbates pathological cardiac fibrosis by modulating mechanotransduction

**DOI:** 10.1016/j.cellin.2025.100256

**Published:** 2025-06-02

**Authors:** Jie Liu, Jingjing Feng, Jingxuan Zhao, Xiangjie Kong, Zhangyi Yu, Yuanru Huang, Zechun He, Mengxin Liu, Zheng Liu, Zhibing Lu, Li Wang

**Keywords:** Cardiac fibrosis, Fibroblast activation, Mechanotransduction, *TFAP4*

## Abstract

Cardiac fibroblast (CF) differentiation into myofibroblasts is a crucial driver of cardiac fibrosis, leading to extensive extracellular matrix (ECM) deposition that increases myocardial stiffness and eventually impairs heart function. Mechanotransduction has merged as a key regulator of CF activation and the fibrotic response post-myocardial infarction (MI). However, the molecular mechanisms linking CF activation to mechanical cues within the injured myocardium remain poorly understood. Here we identified transcription factor TFAP4 as a central regulator of fibrosis in both human and murine models. TFAP4 overexpression enhances CF proliferation, ECM protein expression, and myofibroblast differentiation. Notably, TFAP4 directly activates expression of mechanosensors including Itga11 and Piezo2, which are essential for transmitting mechanical signals that promote CF activation and fibrosis. Silencing *Itga11* and *Piezo2* reverses the pro-fibrotic effects of TFAP4, while TFAP4 downregulation in vivo reduces fibrosis and improves cardiac function post-MI. These findings identify TFAP4 as a pivotal link between mechanotransduction and fibrosis, suggesting it as a potential therapeutic target to mitigate fibrosis and enhance cardiac recovery following MI.

## Highlights

• Functional screening identifies TFAP4 as a key regulator of cardiac fibroblast activation.
• TFAP4 drives cardiac fibrosis by activating the mechanotransduction pathway.
• TFAP4 directly binds to the promoters of Itga11 and Piezo2, upregulating their expression to enhance fibrosis.

## 1 Introduction

Despite significant advancements in cardiovascular treatments, myocardial infarction (MI) caused by blockage of the coronary arteries continues to be a leading cause of morbidity and mortality worldwide(Murray & Lopez, 2013). Following MI, cardiac fibroblasts (CFs) undergo a transformation into myofibroblasts, which is characterized by rapid proliferation and migration to the injury site. These myofibroblasts produce a collagen-rich extracellular matrix (ECM) that forms scar tissue and preserves cardiac structure and function(Daseke et al., 2020; Ivey & Tallquist, 2016). However, excessive ECM deposition ultimately leads to increased myocardial stiffness, reduced tissue elasticity and impaired cardiac function(Pesce et al., 2023a). Therefore, a deeper understanding of the molecular mechanisms driving fibroblast activation in response to MI is critical for developing novel therapeutic strategies to restore heart function.

Mechanical forces serve as fundamental regulators of tissue homeostasis, especially in mechanically active organs like the heart(Ladoux & Mège, 2017; Romani et al., 2021a). After MI, the cardiac mechanical properties shift due to altered pressure and tissue stiffness, creating a pro-fibrotic environment. Cardiac fibroblasts sense these mechanical signals through a variety of mechanosensors including integrins and ion channels such as Piezo1 and Piezo2(Coste et al., 2010). These mechanical cues are converted into biochemical signals that activate intracellular cascades transmitted via the cytoskeleton and various kinases including mitogen-activated protein kinase (MAPK) p38, extracellular signal-regulated protein kinases 1 and 2 (ERK1/2) and protein kinase B (PKB/Akt). These pathways ultimately lead to the transcriptional activation of fibrotic gene expression and ECM production. While the transcription factors (TFs) downstream of mechanotransduction such as YAP/TAZ(Mia et al., 2022) and SMADs(Khalil et al., 2017) are well documented, the TFs that govern the expression of mechanotransduction pathways remain poorly understood.

Through dual-omics approaches, our previous work identified transcription factor activator protein 4 (TFAP4 or AP4) as a key TF enriched in cardiac fibroblasts(Wang et al., 2022b). TFAP4 is a member of the basic helix-loop-helix (bHLH) family and binds to conserved E-box sequence (CAGCTG) via homodimerization(Mermod et al., 1988). TFAP4 has been shown to play critical roles in modulating transcriptional networks related to cellular differentiation, proliferation, metastasis and other essential biological functions in cancer. In tumorigenesis, TFAP4 regulates genes involved in cellular senescence, such as p16 and p21(Jackstadt, Jung, & Hermeking, 2013), as well as genes like SNAIL and CDH1 associated with epithelial-mesenchymal transition (EMT)(Jackstadt, Röh, et al., 2013), and those in the Wnt/β-catenin signaling pathway, including DVL1 and LEF1(Song et al., 2018). Overexpression of TFAP4 is linked to multiple human malignancies including gastric and colorectal cancers, suggesting its oncogenic potential(Jackstadt, Röh, et al., 2013; Liu et al., 2012). However, its role in fibroblasts during cardiac remodeling was largely unexplored.

In this study, we identified Tfap4 as a central regulator of fibrosis in both human and murine models. We observed that Tfap4 overexpression enhances CF proliferation, ECM deposition, and the transition of CFs to a myofibroblast. In particular, Tfap4 directly activates expression of mechanosensors including Itga11 and Piezo2, which are essential for transmitting mechanical signals that promote CF activation and fibrosis. Silencing these mechanosensors reverses the pro-fibrotic effects of Tfap4, while in vivo *Tfap4* knockout reduces fibrosis and improves cardiac function post-MI. These findings reveal Tfap4 as a pivotal link between mechanotransduction and fibrosis, suggesting it as a potential therapeutic target to limit fibrosis and enhance recovery following MI.

## 2 Results

### 2.1 Identification of Tfap4 as a critical regulator for cardiac fibroblast activation

Our previous work, applying single-cell transcriptomic and epigenomic profiling of cardiac non-myocytes, identified a panel of TFs specifically enriched in CFs(Wang et al., 2022a). However, their role in CF function remained unclear. To identify novel TFs involved in cardiac fibrosis, we evaluated TF expression in response to injury and pro-fibrotic stimulations and ranked their ability to affect CF migration. Among the top 17 TFs identified from our dual-omics datasets(Wang et al., 2022a), we found that most of the TFs, including Tfap4, were upregulated in the infarcted zone compared to the remote zone in murine hearts post MI, as determined by reverse transcription-quantitative polymerase chain reaction (RT-qPCR) (Fig. 1(A) and Fig. S1A). To further evaluate the role of these TFs in fibroblast activation, we treated murine CFs with TGF-β, a canonical pro-fibrotic stimulus (Fig. 1(B)). After 24 h, CFs showed increased expression of fibrosis markers, including *Acta2* (which encodes α-SMA), *Postn*, *Ctgf*, *Wisp2*, *Col8a1* and *Fn1* (Fig. S1B). Interestingly, while a few TFs, such as *Tshz3* and *Kcnip3*, showed reduced expression, most TFs, including *Bnc2*(Bobowski-Gerard et al., 2022) and *Eya2*(Lee et al., 2009) known to promote fibrosis in liver or heart tissue, displayed increased expression upon TGF-β treatment (Fig. 1(B)).

**Fig. 1:**
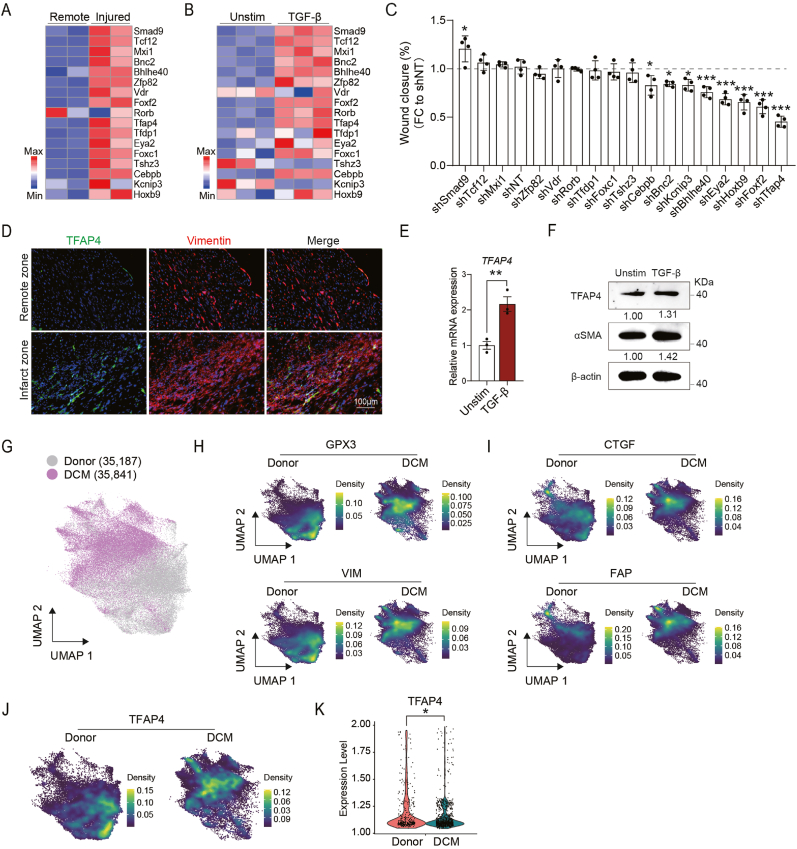
**Identification of Tfap4 as a crucial transcription factor.** (A) Heatmap showing RT-qPCR results evaluating the expression of candidate transcription factors in injured and remote regions of myocardium at 4 weeks post MI (*n* = 2, biological replicates). (B) Heatmap showing RT-qPCR results evaluating the expression of candidate transcription factors in CFs after TGF-β treatment for 24 h (*n* = 3, technical replicates). (C) Quantification of the wound healing rate 24 h after a scratch in CFs subjected to transduction of lentiviral shRNAs targeting indicated transcription factors. Lentiviral non-targeting shRNA (shNT) was used as control (*n* = 3, technical replicates). (D) Representative immunofluorescence staining images showing the expression of TFAP4 and its colocalization with Vimentin in the infarcted and remote region of myocardium at 4 weeks post MI. Scale bar, 100 μm. (E) RT-qPCR analysis showing the expression of *TFAP4* in unstimulated (Unstim) and TGF-β-treated human CFs (HCFs) (*n* = 3, technical replicates). (F) Representative Western blot and quantification showing TFAP4 and *α*-SMA protein expression in HCFs with or without TGF-β treatment. (G) Unsupervised clustering of fibroblast population from healthy donor (grey) and DCM (purple) hearts. (H) UMAP plot showing the expression of shared cardiac markers *GPX3* and *VIM* in donor and DCM group. (I) UMAP plot showing the expression of *CTGF*, *FAP* in donor and DCM group. (J) UMAP plot showing the expression of *TFAP4* in donor and DCM group. (K) Violin plot showing the expression level of TFAP4 in the TFAP4^+^ FBs from donor and DCM groups. All experiments were repeated at least three times. Data are presented as mean ± SEM. Groups were compared using two-tailed unpaired *t*-test (E) or one-way ANOVA with Tukey's multiple comparisons test (C). ^∗^*P* ​< ​0.05, ^∗∗^*P* ​< ​0.01, and ^∗∗∗^*P* < 0.001.

Since fibroblast migration is crucial for wound healing post MI(Daseke et al., 2020), we next examined the effect of these TFs on CF migration. Using lentiviral shRNA-mediated knockdown, we systematically silenced each TF (Fig. S1C) and performed a scratch wound healing assay in primary CFs. We found that knockdown 8 out of the 17 TFs significantly impaired fibroblast migration, with *Tfap4* depletion causing the most profound reduction (Fig. 1(C) and Fig. S1D). Furthermore, immunostaining revealed that TFAP4 was abundantly expressed in Vimentin^+^ CFs within the infarct zone at 4 weeks post MI (Fig. 1(D)).

To investigate TFAP4 expression in human cardiac fibrosis, we first activated human cardiac fibroblasts (HCFs) with TGF-β and identified an increased *TFAP4* expression (Fig. 1(E)). Consistently, Western blot analyses confirmed the upregulation of TFAP4 and α-SMA, a myofibroblast marker, following TGF-β treatment (Fig. 1(F)). Next, we analyzed publicly available single cell transcriptomic datasets from healthy donor and dilated cardiomyopathy (DCM) hearts (Koenig et al., 2022). As reported (Koenig et al., 2022), we identified 14 distinct cell clusters, each of which was defined by canonical marker gene expression (Fig. S2A and B). TFAP4 was predominantly expressed in CFs, but also detectable at lower levels in other cells (Fig. S2C). Unsupervised clustering of fibroblasts recapitulated known fibroblast markers, including *GPX3* and *VIM* (shared between donor and DCM groups), and *CTGF* and *FAP* (upregulated in DCM fibroblasts) (Fig. 1(G)–(I)). Notably, TFAP4 was expressed in both donor and DCM fibroblasts, with higher levels in DCM fibroblasts (Fig. 1(J)–(K)). Together, these findings identify TFAP4 as a key regulator of CF activation and fibrosis, prompting further investigation into its mechanistic role in cardiac fibrosis.

### 2.2 Tfap4 promotes cardiac fibroblast activation

To elucidate the role of Tfap4 in cardiac fibrosis, we combined cistromic and molecular analyses in primary CFs. We constructed a Tfap4 overexpression plasmid and measured the efficiency of *Tfap4* overexpression via RT-qPCR (Fig. S3A). We assessed the influence of Tfap4 on CF proliferation using 5-ethynyl-2′-deoxyuridine (Edu), a nucleotide analog that labels cells passing through S phase(Salic & Mitchison, 2008). Tfap4 knockdown significantly reduced the number of Edu^+^ CFs, while overexpression dramatically increased Edu^+^ CFs (Fig. 2(A) and Fig. S3B). Additional assays using Ki67 labeling and propidium iodide (PI) staining further supported that Tfap4 overexpression promotes CF proliferation, increasing the percentage of CFs in active phases of the cell cycle (Fig. 2(B)–(D) and ​Fig. S3 C and D). Consistently, sh*Tfap4* treatment significantly decreased the total cell number compared to the control group (Fig. S3E). These findings suggest that Tfap4 positively regulates CF proliferation.

**Fig. 2:**
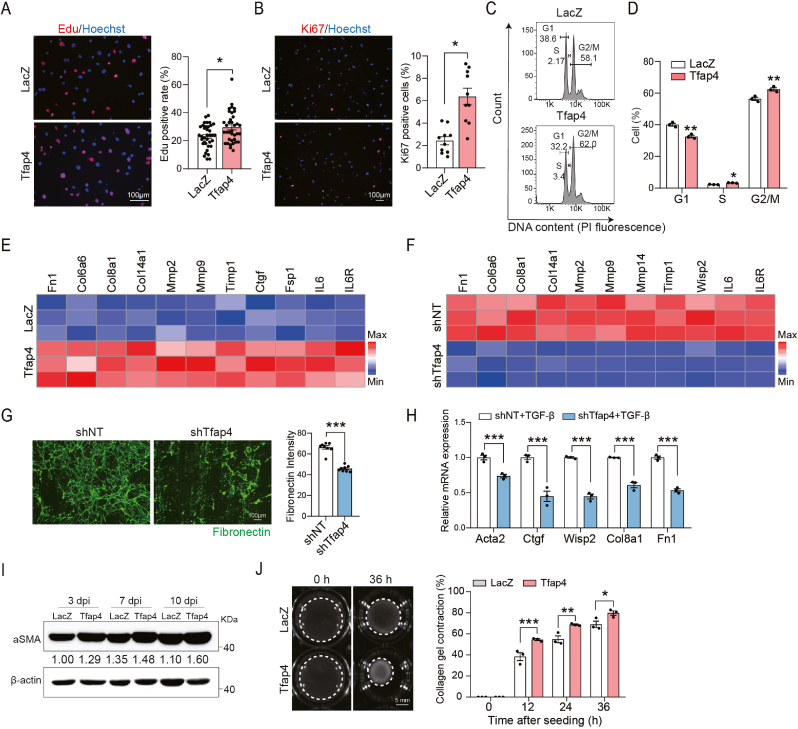
**Tfap4 positively regulates cardiac fibroblast activation.** (A)–(B) Representative ICC images and quantification of Edu^+^ (A) and Ki67^+^ (B) CFs that were transduced with lentiviruses harboring control LacZ fragment (control) or *Tfap4* (Tfap4-CFs) (*n* = 36 for (A); *n* = 10 for (B), biological replicates). Scale bar, 100 μm. (C)–(D). Representative flow cytometry plots (C) and quantification (D) of propidium iodide (PI) positive cells distributed in G0/G1, S or G2/M phases. CFs were transduced with lentiviral LacZ or *Tfap4* and subjected to PI staining at 72 h post-transduction (*n* = 3, biological replicates). (E) RT-qPCR analysis showing the expression of marker genes for activated fibroblasts in CFs at 5 days post lentiviral LacZ or *Tfap4* transduction (*n* = 3, technical replicates). (F) RT-qPCR analysis showing the expression of marker genes for activated fibroblasts in CFs at 5 days post lentiviral shNT or sh*Tfap4* transduction (*n* = 3, technical replicates). (G) Representative ICC images (left) and quantification (right) showing the deposition of fibronectin in CFs treated with shNT or sh*Tfap4* (*n* = 8, technical replicates). Scale bar, 100 μm. (H) RT-qPCR analysis showing the expression of activated fibroblast marker genes in TGF-β treated CFs that were transduced with shNT or sh*Tfap4* lentiviruses (*n* = 3, technical replicates). (I) Western blot and quantification showing *α*-SMA expression in LacZ-or Tfap4-CFs from day 3 to day 10 post-viral infection. (J) Representative bright-field images (left) and quantification (right) showing contraction area of floating collagen gels embedded with LacZ- or Tfap4-CFs at indicated time points (*n* = 3, biological replicates). Scale bar, 5 mm. All experiments were repeated at least three times. Data are presented as mean ± SEM. Groups were compared using two-tailed unpaired *t*-test ((A)-(B) and (G)) or two-way ANOVA with Sidak's multiple comparisons test ((D), (H) and (J)). ^∗^*P* ​< ​0.05, ^∗∗^*P* ​< ​0.01, and ^∗∗∗^*P* < 0.001.

Next, we sought to determine whether Tfap4 affects ECM protein composition by evaluating the expression of known regulators involved in pathological ECM remodeling. Our results showed that overexpression of *Tfap4* increased the expression of genes including matrix metalloproteinases (e.g., *Mmp2* and *Mmp9*) and their inhibitor (*Timp1*), collagens (e.g., *Col6a6*, *Col8a1* and *Col14a1*), and pro-fibrotic factors (e.g., *Ctgf* and *IL6*) (Goncalves et al., 2022; Takawale et al., 2017; Wang et al., 2024; Yokota et al., 2020)(Fig. 2(E)). Conversely, knockdown of *Tfap4* reduced the expression of these ECM genes (Fig. 2F). We also discovered that *Tfap4* knockdown attenuated mRNA and protein expression of fibronectin, a main component of ECM in response to cardiac damage(Wang et al., 2013) (Fig. 2(F)–(G)). Additionally, Tfap4 deficiency significantly decreased the expression of other fibrosis markers including *Acta2*, *Ctgf*, *Wisp2*, *Col8a1* and *Fn1* upon TGF-β treatment (Fig. 2(H)).

Conversion of quiescent fibroblasts to activated myofibroblasts is accompanied with α-SMA expression that is associated with scar contraction(Shinde et al., 2017). We found that forced expression of Tfap4 continuously increased α-SMA expression by approximately 1.5 ∼ 2-fold (Fig. 2(I)). In an in vitro collagen gel contraction assay, Tfap4 overexpression significantly enhanced contraction of fibroblast-populated collagen pads starting from 12 h and further increasing at 36 h after embedding the cells in the gel (Fig. 2(J)). In contrast, Tfap4 deficiency diminished the contractile ability of CFs seeded into collagen gels (Fig. S3F). Taken together, our results demonstrated that Tfap4 positively regulates fibroblast proliferation, activation and contractility, hallmarks of pathological fibrosis.

### 2.3 Overexpression of Tfap4 activates global transcription of fibrosis program

To elucidate the mechanisms by which TFAP4 promotes CF activation, we performed bulk RNA sequencing (RNA-seq) on CFs overexpressing *Tfap4* (Tfap4-CFs) or a LacZ control. 

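CFs of the mouse heart were sorted on the surface antigen Thy1.2 with magnetic beads and infected with lentivirus that carried Tfap4 or LacZ, a bacterial enzyme gene used as the control insert. RNA of 2 LacZ control samples and 2 Tfap4-CF samples was collected 3 days post infection, depleted of ribosomal RNA and sequenced from both ends. The authors aligned the reads to mm10 with STAR, counted the reads on the exons of each gene with featureCounts and deposited the counts as RPKM, reads scaled by the exonic length of the gene and by the reads on genes of the sample. Each RPKM multiplied by the gene's exonic length was a whole multiple of one step per sample for 100% of the values, which gave back the number of reads behind each value. Reads on genes numbered 61811646 in replicate 1 and 68747384 in replicate 2 of the LacZ control, and 71706637 in replicate 1 and 70049885 in replicate 2 of the Tfap4-CFs. The 10 genes with the most reads held 7.67% to 8.03% of the reads of a sample, and 3730 to 4677 of the 27721 genes listed were at 0. For a gene of 1 kilobase, the 3 reads taken here as the smallest detectable count correspond to an RPKM of 0.0418 to 0.0485. The 14686 genes with a mean RPKM of at least 0.5 over the 4 samples, which held 99.7% of the reads, were tested. Tfap4-CFs were compared with the LacZ control on log2(RPKM + 0.1) with limma's moderated test, two-sided, with a trend of variance on expression and Benjamini-Hochberg adjustment. With 2 samples against 2, an exact permutation test of a single gene cannot give a p below 0.333, so that the p-values of genes rest on the variance that limma shares across genes. Replicates differed by more than counting error gives, with a chi-square per degree of freedom of 12.4 between the LacZ control replicates and 9.85 between the Tfap4-CF replicates. Across the tested genes, which are not independent replicates, Pearson's r of the log2 values was 0.979 between the LacZ control replicates, 0.985 between the Tfap4-CF replicates and 0.972 to 0.976 between groups. Principal component 1, with 50.2% of the variance, separated both Tfap4-CF samples from both LacZ control samples. Tfap4, listed by its symbol, lies on chromosome 16 from 4544661 to 4559720 on the minus strand and is annotated as protein-coding. Its RPKM was 3.48 ± 0.113 (SD, n = 2) in LacZ control and 320.0 ± 3.14 (SD, n = 2) in Tfap4-CFs, from 444 and 517 reads in the LacZ control samples and 47693 and 48148 in the Tfap4-CF samples. The log2 fold change was 6.48 (standard error 0.0497, adjusted P = 1.53e-05 from limma, 7.89e-04 with the replicate number as a block). A count on the exons of Tfap4 does not separate RNA of the inserted copy from RNA of the mouse gene. A pseudocount of 1 in place of 0.1 moved this log2 fold change most, to 6.16.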

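At a fold change of at least 1.5 and an unadjusted P value below 0.05, the thresholds of the legend of Fig. 3(A), 376 genes were higher and 372 were lower in Tfap4-CFs than in LacZ control. At the adjusted P value that the methods name, limma with Benjamini-Hochberg adjustment gave 163 higher and 150 lower genes. Without the fold change threshold, 3277 of the 14686 genes tested passed the unadjusted and 519 the adjusted P value. The median log2 fold change of the tested genes was −0.02. Both Tfap4-CF values lay above both LacZ control values for 3479 genes and below them for 4511 genes, together 54.4% of the tested genes, where chance gives 33.3%. Of the 748 genes past the unadjusted threshold, 211 had a mean of fewer than 100 reads per sample. Among the alternatives, removing the filter on low values lowered the adjusted counts most: 27721 genes were then tested, and the adjusted P value of limma left 39 higher and 21 lower genes, against 805 and 681 at the unadjusted P value. They rose most, to 337 and 329, with limma's voom on the recovered reads of genes with at least 10 reads, an alternative chosen after seeing the values. The 4 samples carry the replicate numbers 1 and 2 in both groups. With the replicate number as a block, 383 genes were higher and 378 lower at the unadjusted P value, of which 353 and 347 were among the genes counted without the block. At limma's adjusted P value, the block left 50 higher and 36 lower genes, of which 48 and 32 were shared with the fit without the block. Deviations of same-numbered samples from their group means were correlated across genes with r = −0.0361, a value over all tested genes that leaves open whether single genes or lists follow the number.

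**Figure D1:**
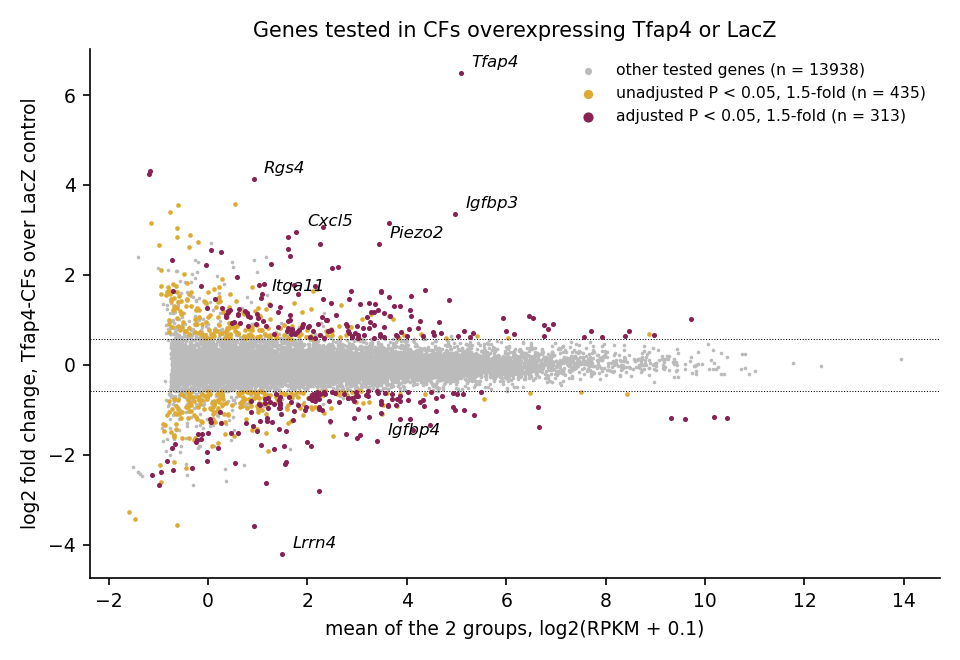
Log2 fold change of Tfap4-CFs over LacZ control against the mean log2(RPKM + 0.1) of both groups, 1 point per gene tested. Purple points mark the 163 higher and 150 lower genes past the adjusted threshold, yellow points those past the unadjusted threshold only, and dotted lines the fold change of 1.5 in either direction.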

We identified 534 upregulated and 476 downregulated transcripts in Tfap4-CFs (Fig. 3(A)). Among the upregulated genes, we observed increased expression of fibrosis-associated factors, including *Igfbp3*, *Rgs4*, and *Cxcl5*(Guo et al., 2021; Romani et al., 2021b; Sampson et al., 2013), while the anti-fibrotic gene *Igfbp4*(Su et al., 2019) was significantly downregulated. 

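Igfbp3 (insulin-like growth factor binding protein 3) lies on chromosome 11 from 7206086 to 7213923 on the minus strand of mm10. Its RPKM was 9.78 ± 9.75e-04 (SD, n = 2) in LacZ control and 100.4 ± 0.475 (SD, n = 2) in Tfap4-CFs, from 1892 and 2104 reads in the LacZ control samples and 22097 and 22469 in the Tfap4-CF samples, and its log2 fold change was 3.35 (standard error 0.0450, adjusted P = 1.14e-04 from limma). Rgs4 (regulator of G-protein signaling 4) lies on chromosome 1 from 169741477 to 169747642 on the minus strand. Its RPKM was 0.364 ± 0.209 (SD, n = 2) in LacZ control and 7.58 ± 3.75e-04 (SD, n = 2) in Tfap4-CFs, a log2 fold change of 4.13 (standard error 0.327, limma adjusted P = 0.0165). The LacZ control values of Rgs4 rested on 98 reads in replicate 1 and 46 in replicate 2, against 1683 and 1644 in Tfap4-CFs, and a pseudocount of 1 lowered its log2 fold change to 2.66. Cxcl5 (chemokine ligand 5) lies on chromosome 5 from 90759360 to 90761624 on the plus strand, with an RPKM of 1.15 ± 0.459 (SD, n = 2) in LacZ control and 9.30 ± 0.245 (SD, n = 2) in Tfap4-CFs, from 106 and 170 reads in the LacZ control samples and 1219 and 1236 in the Tfap4-CF samples. Cxcl5 rose by a log2 fold change of 2.96 (standard error 0.260, adjusted P = 0.0191 from limma). Tested without the filter on low values, Rgs4 and Cxcl5 no longer passed the adjusted threshold, with limma adjusted P values of 0.0643 and 0.0718. Igfbp4 lies on chromosome 11 from 99041244 to 99054392 on the plus strand, and its RPKM fell from 18.9 ± 1.62 (SD, n = 2) in LacZ control to 5.74 ± 0.309 (SD, n = 2) in Tfap4-CFs, from 5381 and 5462 reads in the LacZ control samples and 1748 and 1843 in the Tfap4-CF samples. The log2 fold change of Igfbp4 was −1.70 (standard error 0.0853, adjusted P = 0.00541 from limma). With the replicate number as a block, the adjusted P values of limma were 0.00455 for Igfbp3, 0.0408 for Rgs4, 0.0497 for Cxcl5 and 0.0322 for Igfbp4. All 4 genes are annotated as protein-coding, and for each the values of the groups did not overlap.

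**Figure D2:**
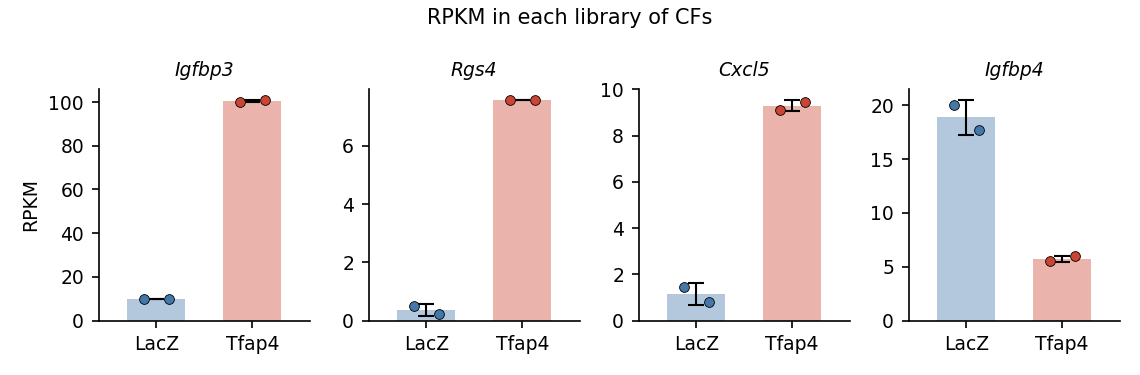
RPKM of Igfbp3, Rgs4, Cxcl5 and Igfbp4 in each library, with the mean (bar) and SD (error bar) of 2 samples per group. For Igfbp3, Rgs4 and Cxcl5 both Tfap4-CF points lie above both LacZ control points, and for Igfbp4 both lie below them.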

Gene ontology (GO) analysis revealed that *Tfap4* overexpression enriched pathways related to fibrosis, including cell adhesion, migration, proliferation, and ECM organization (Fig. 3(B)). 

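Genes of the extracellular matrix were followed with a list of 129 core matrix genes (collagens, matrix glycoproteins and proteoglycans), of which 102 passed the filter on low values. Past the adjusted threshold of limma, 4 of them were higher in Tfap4-CFs and 5 were lower, against 8 and 11 at the unadjusted P value. With the Benjamini-Hochberg adjustment taken over the list alone, 40 genes had an adjusted P value below 0.05 at any fold change, and 16 did when it was taken over all genes tested. Besides Igfbp3, the higher genes were Col12a1, Col6a6 and Fmod. Col12a1, on chromosome 9 from 79598991 to 79718831 on the minus strand, had an RPKM of 5.74 ± 0.0739 (SD, n = 2) in LacZ control and 15.2 ± 0.321 (SD, n = 2) in Tfap4-CFs, from 5449 and 5951 reads in the LacZ control samples and 15929 and 16801 in the Tfap4-CF samples. For Col12a1, the log2 fold change was 1.39 (standard error 0.0577, adjusted P = 0.00380 from limma, 0.0291 with the replicate number as a block). The log2 fold changes of Col6a6 and Fmod were 1.27 and 0.73, with limma adjusted P values of 0.0469 and 0.0278, and 0.108 and 0.0809 with the block. Col6a6 had 304 and 335 reads in the LacZ control samples and 833 and 1031 in the Tfap4-CF samples. Besides Igfbp4, the lower genes were Efemp1, Wisp1, Nid2 and Fbln5. Efemp1, on chromosome 11 from 28853204 to 28926743 on the plus strand, had an RPKM of 2.24 ± 0.153 (SD, n = 2) in LacZ control and 0.719 ± 0.145 (SD, n = 2) in Tfap4-CFs, with a log2 fold change of −1.53 (standard error 0.184, limma adjusted P = 0.0309). The log2 fold changes of Wisp1, Nid2 and Fbln5 were −0.86, −0.61 and −0.61, with adjusted P values from limma of 0.0154, 0.0309 and 0.0301. With the block, the adjusted P values of these 4 lower genes were 0.0715, 0.0586, 0.0852 and 0.0868, in the order given here. Fmod, Wisp1, Nid2 and Fbln5 are named because they complete these counts, and were chosen after their values were seen.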

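Among growth factors of these signaling routes, Tgfb2, Vegfd and Pdgfd were higher in Tfap4-CFs than in LacZ control. Tgfb2, a ligand of the TGF-β receptors on chromosome 1 from 186622792 to 186705989 on the minus strand, had an RPKM of 5.50 ± 0.0595 (SD, n = 2) in LacZ control and 9.03 ± 1.14 (SD, n = 2) in Tfap4-CFs, from 1983 and 2172 reads in the LacZ control samples and 3333 and 4084 in the Tfap4-CF samples. Tgfb2 rose by a log2 fold change of 0.70 (standard error 0.102, adjusted P = 0.0437 from limma, 0.0868 with the replicate number as a block). Vegfd, on chromosome X from 164373378 to 164402650 on the plus strand, had an RPKM of 5.13 ± 0.636 (SD, n = 2) in LacZ control and 13.3 ± 0.672 (SD, n = 2) in Tfap4-CFs, with 696 and 923 reads in the LacZ control samples and 2157 and 2372 in the Tfap4-CF samples, and a log2 fold change of 1.36 (standard error 0.104, limma adjusted P = 0.0154, 0.0544 with the block). Pdgfd, on chromosome 9 from 6168584 to 6378850 on the plus strand, had an RPKM of 1.21 ± 0.342 (SD, n = 2) in LacZ control and 3.00 ± 0.137 (SD, n = 2) in Tfap4-CFs, and its log2 fold change of 1.27 (standard error 0.206) passed the unadjusted threshold with an adjusted P of 0.0504 from limma, or 0.104 with the block. The Wnt ligand Wnt11 lay under the filter on low values, with 46 and 63 reads in the LacZ control samples and 108 and 129 in the Tfap4-CF samples, and rose by a log2 fold change of 0.75. Tested without the filter, Wnt11 had a P value of 0.0491, adjusted to 0.340 by Benjamini-Hochberg in limma. The 4 genes are annotated as protein-coding in mm10, and the pathways themselves were not tested here.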

Kyoto encyclopedia of genes and genomes (KEGG) analysis further identified activation of key fibrotic signaling pathways, including MAPK, Wnt, PI3K-AKT, and TGF-β (Fig. 3(C)). In contrast, downregulated genes were associated with inflammation and cell morphology (Fig. S4 A and B). 

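Fig. S4(A) lists the response to virus and to type I interferon among its terms, and these were followed with a list of 49 interferon response genes, of which 39 were tested. In Tfap4-CFs, 34 of the 39 genes were lower and 5 were higher, with a mean log2 fold change of −0.49. The list was compared with all other genes tested by limma's camera, a competitive test for gene lists that assumed a correlation of 0.01 between genes, which gave P = 7.25e-11 (n = 39 genes), and 1.45e-10 with the replicate number as a block. With the correlation between genes estimated from these samples instead, P was 0.136 (n = 39 genes), the largest move among the alternatives tried. Past the adjusted threshold of limma, 8 genes of the list were lower and 1 was higher, against 13 and 1 at the unadjusted P value. With the adjustment taken over the list alone, 30 genes had an adjusted P value below 0.05 at any fold change, and 10 when taken over all genes tested. Ifit3b, on chromosome 19 from 34607970 to 34613401 on the plus strand, had an RPKM of 14.0 ± 1.35 (SD, n = 2) in LacZ control and 4.48 ± 0.179 (SD, n = 2) in Tfap4-CFs, from 1608 and 2050 reads in the LacZ control samples and 624 and 645 in the Tfap4-CF samples. Its log2 fold change was −1.62 (standard error 0.0894, adjusted P = 0.00677 from limma, 0.0285 with the block). The log2 fold changes of Ifit1, Ifit3, Usp18 and Isg15 were −1.71, −1.35, −1.27 and −1.07, with limma adjusted P values of 0.0291, 0.0143, 0.0301 and 0.0455, and 0.0693, 0.0544, 0.0569 and 0.0756 with the block. The gene that rose, Gbp2, had a log2 fold change of 0.89 (limma adjusted P = 0.0212, 0.0680 with the block) and is named after its values were seen. For the metabolic terms of Fig. S4(B), such as ascorbate and porphyrin metabolism, whose genes the paper does not list, the 9 genes of the UGT1A cluster were followed. The exons of these 9 genes are common to 50.3% to 60.6% of their length, so that reads are shared between them. All 9 were lower, with log2 fold changes from −0.66 to −0.51 on 44 to 166 reads per sample, and the 2 that passed the filter, Ugt1a1 and Ugt1a9, had limma adjusted P values of 0.333 and 0.311.

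**Figure D3:**
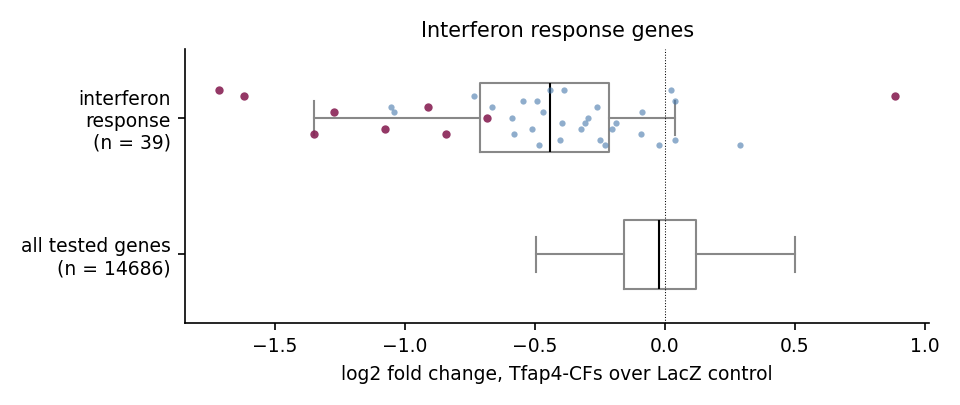
Log2 fold change of the 39 interferon response genes tested, beside all 14686 genes tested. Boxes show the median and quartiles, whiskers the middle 90% of the genes, and purple points the genes past the adjusted threshold, of which 8 lie below 0 and 1 above it.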

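A list of 50 genes of smooth muscle contraction and the list of core matrix genes were each compared with all other genes tested by camera. Of the smooth muscle contraction list, 49 genes were tested, 34 were higher and 15 lower in Tfap4-CFs, and the mean log2 fold change was 0.36. Camera gave P = 5.49e-08 for this list (n = 49 genes), and 8.67e-07 with the replicate number as a block. The correlation between genes moved it most, to P = 0.0221 (n = 49 genes) when estimated from these samples. Past the adjusted threshold of limma, 12 of its genes were higher and 2 lower. With the adjustment over the list alone, 32 genes had an adjusted P value below 0.05 at any fold change, against 16 with the adjustment over all genes tested. Myh11, the smooth muscle myosin heavy chain on chromosome 16 from 14194527 to 14291408 on the minus strand, had an RPKM of 1.78 ± 0.163 (SD, n = 2) in LacZ control and 12.0 ± 0.669 (SD, n = 2) in Tfap4-CFs, from 683 and 865 reads in the LacZ control samples and 5339 and 5915 in the Tfap4-CF samples, and a log2 fold change of 2.68 (standard error 0.0965, adjusted P = 0.00245 from limma, 0.0270 with the block). Cnn1, on chromosome 9 from 22099216 to 22109630 on the plus strand, had a log2 fold change of 2.42 (standard error 0.122, limma adjusted P = 0.00541, 0.0306 with the block), and Lmod1, on chromosome 1 from 135324807 to 135368065 on the plus strand, one of 1.54 (limma adjusted P = 0.00380, 0.0270 with the block). Acta2, which encodes α-SMA and lies on chromosome 19 from 34241090 to 34255336 on the minus strand, had an RPKM of 399 ± 7.83 (SD, n = 2) in LacZ control and 629.9 ± 0.983 (SD, n = 2) in Tfap4-CFs, a log2 fold change of 0.66 (limma adjusted P = 0.0165, 0.0490 with the block). The 2 lower genes were Cav3 at −1.09 and Synpo2 at −0.77 (log2 fold change, limma adjusted P = 0.0362 and 0.0233, 0.0598 and 0.0722 with the block), and Synpo2 is named after its values were seen. Myh11 is also on a list of 12 markers of mural cells (smooth muscle cells and pericytes of vessels). Of the 8 mural cell markers tested, 6 were higher and 2 lower in Tfap4-CFs, with a mean log2 fold change of 0.56. Among them, 3 higher genes and 1 lower gene passed limma's adjusted threshold. A larger share of mural cells in the Tfap4 cultures cannot be told apart from an effect of Tfap4 within CFs. Of the 102 core matrix genes tested, 46 were higher and 56 lower, with a mean log2 fold change of −0.01, and camera gave P = 0.905 (n = 102 genes), or 0.904 with the block. Pre-ranked GSEA on the moderated statistic, an alternative chosen after seeing the values, permuted genes and gave a normalized enrichment score of 1.64 (n = 102 genes, permutation P = 0.0350) for this list, and 2.43 (permutation P = 8.00e-05) for smooth muscle contraction. Of the 10 genes drawn in Fig. 3(E), 9 were tested and all 9 were higher, 5 past the unadjusted and 3 past the adjusted threshold of limma. All 10 genes of Fig. 3(G) were higher, 10 past the unadjusted and 8 past the adjusted threshold of limma. The paper picked the genes of both panels from these same samples as representative of enriched sets, so that their direction was given in advance.

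**Figure D4:**
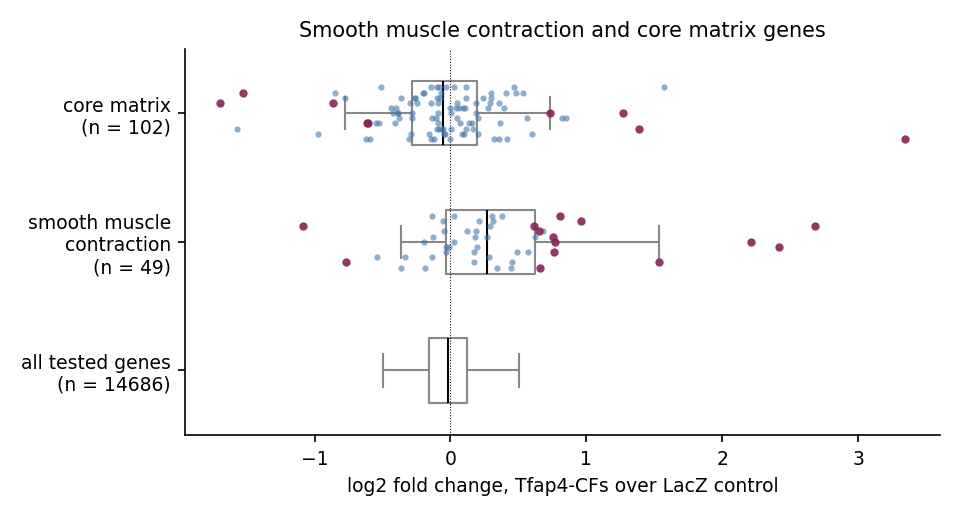
Log2 fold change of the 49 smooth muscle contraction genes and the 102 core matrix genes tested, beside all 14686 genes tested. Boxes show the median and quartiles, whiskers the middle 90% of the genes, and purple points the genes past the adjusted threshold; the smooth muscle list lies above 0 for 34 genes and the core matrix list for 46.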

Gene set enrichment analysis (GSEA) confirmed a significant enrichment of gene sets related to smooth muscle contraction and matrisome components in Tfap4-CFs (Fig. 3(D)–(G)).

**Fig. 3:**
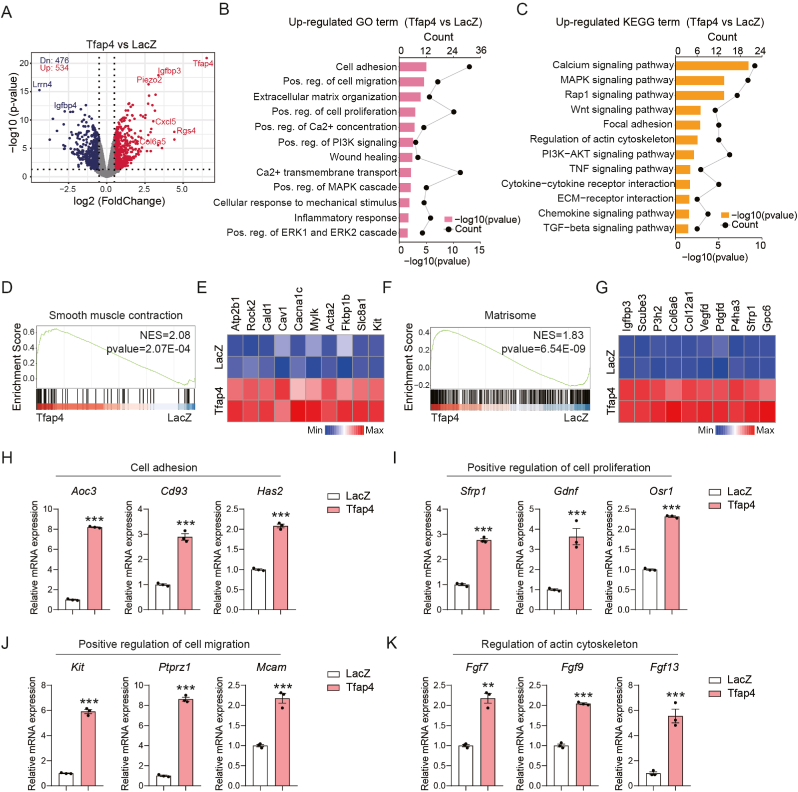
**Overexpression of Tfap4 activatespro-fibrotic gene network.** (A) Volcano plot depicting significantly enriched differentially expressed genes (DEGs) in Tfap4-CFs. DEGs were defined by *P* value < 0.05, |FC|≧1.5. (B) Gene ontology (GO) analysis showing the enriched biological processes associated with DEGs upregulated in Tfap4-CFs compared to LacZ control cells. Pos., positive; Reg., regulation. (C) KEGG enrichment analysis showing upregulated signaling pathways in Tfap4-CFs. (D) GSEA analysis showing the enrichment of the gene set associated with smooth muscle contraction in Tfap4-CFs compared to LacZ control cells. (E) Heatmap showing the expression of enriched representative genes correlating to (D). (F) GSEA analysis showing the enrichment of the gene set associated with matrisome in Tfap4-CFs compared to LacZ control cells. (G) Heatmap showing expression of enriched representative genes correlating to (F). (H) RT-qPCR analysis showing the expression of genes related to cell adhesion in control and Tfap4-CFs (*n* = 3, technical replicates). (I) RT-qPCR analysis showing the expression of genes related to positive regulation of cell proliferation in control and Tfap4-CFs (*n* = 3, technical replicates). (J) RT-qPCR analysis showing the expression of genes related to positive regulation of cell migration in control and Tfap4-CFs (*n* = 3, technical replicates). (K) RT-qPCR analysis showing the expression of genes related to regulation of actin cytoskeleton in control and Tfap4-CFs (*n* = 3, technical replicates). All experiments were repeated at least three times. Data are presented as mean ± SEM. Groups were compared using two-tailed unpaired *t*-test. ^∗∗^*P* ​< ​0.01, and ^∗∗∗^*P* < 0.001.

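RNA-seq values are given here for 12 DEGs of the enriched terms: Aoc3, Cd93, Has2, Sfrp1, Gdnf, Osr1, Kit, Ptprz1, Mcam, Fgf7, Fgf9 and Fgf13. Of these, 11 passed the filter on low values, and all 11 were higher in both Tfap4-CF samples than in both LacZ control samples. The paper picked the 12 as top DEGs of these same samples, so that a rise was given in advance. The unadjusted threshold was passed by 11 genes and the adjusted threshold of limma by 10. Ptprz1, a receptor tyrosine phosphatase gene on chromosome 6 from 22875502 to 23052916 on the plus strand, had an RPKM of 1.14 ± 0.135 (SD, n = 2) in LacZ control and 7.36 ± 0.960 (SD, n = 2) in Tfap4-CFs, from 922 and 1212 reads in the LacZ control samples and 6671 and 8216 in the Tfap4-CF samples. Its log2 fold change was 2.59 (standard error 0.139, adjusted P = 0.00674 from limma, 0.0339 with the replicate number as a block). Aoc3, on chromosome 11 from 101330605 to 101341938 on the plus strand, rested on 50 and 52 reads in the LacZ control samples and 370 and 456 in the Tfap4-CF samples and had a log2 fold change of 2.33 (standard error 0.276, limma adjusted P = 0.0305), which a pseudocount of 1 lowered to 0.95 and one of 0.01 raised to 2.82. Kit, on chromosome 5 from 75574916 to 75656722 on the plus strand, had a log2 fold change of 2.21 (standard error 0.203, limma adjusted P = 0.0199), from 172 and 240 reads in the LacZ control samples and 1162 and 1350 in the Tfap4-CF samples. Osr1 and Sfrp1 had RPKM of 6.62 ± 0.249 (SD, n = 2) in LacZ control and 15.1 ± 0.555 (SD, n = 2) in Tfap4-CFs, and of 8.54 ± 0.0447 (SD, n = 2) in LacZ control and 18.4 ± 0.819 (SD, n = 2) in Tfap4-CFs. Their log2 fold changes were 1.18 and 1.09, with limma adjusted P values of 0.00674 and 0.00674. For Cd93, Has2, Gdnf, Mcam and Fgf7 the log2 fold changes were 1.21, 1.13, 1.75, 1.07 and 0.84, with limma adjusted P values of 0.0494, 0.0293, 0.0451, 0.0184 and 0.0362. With the block, the adjusted P values of Sfrp1, Osr1 and Ptprz1 stayed below 0.05 and those of the other tested genes lay between 0.0557 (Mcam) and 0.207 (Fgf9). Fgf9 had a log2 fold change of 0.96 (standard error 0.273) with an unadjusted P of 0.0180 and an adjusted P of 0.143 from limma, and its rise rested on 111 and 113 reads in the LacZ control samples and 221 and 319 in the Tfap4-CF samples. Fgf13 lay under the filter, with 52 and 72 reads in the LacZ control samples and 180 and 234 in the Tfap4-CF samples and a log2 fold change of 1.30; without the filter its P value was 0.00809, adjusted to 0.168 by limma.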

To validate the transcriptomic findings, we selected top DEGs from each pathway for RT-qPCR analysis. *Tfap4* overexpression led to increased expression of adhesion-related genes (*Aoc3, Cd93, Has2*), proliferation markers (*Sfrp1, Gdnf, Osr1*), migration-associated genes (*Kit, Ptprz1, Mcam*), and regulators of actin cytoskeleton remodeling (*Fgf7, Fgf9, Fgf13*) (Fig. 3H–K). Collectively, these results demonstrate that *Tfap4* orchestrates a broad pro-fibrotic transcriptional program, establishing it as a key regulator of CF activation.

### 2.4 Tfap4 enhances mechanotransduction in cardiac fibroblasts

Based on our RNA-seq analyses, we discovered that key mechanotransduction pathways, including cell adhesion, PI3K-AKT signaling, cellular response to mechanical stimulus and calcium signaling pathways(Di-Luoffo et al., 2021; Mascharak et al., 2024), were upregulated by *Tfap4* overexpression (Fig. 3(B)–(C)). We therefore sought to explore the role of Tfap4 in regulating mechanotransduction in CFs. 

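Adhesion to the matrix was followed with the 26 integrin genes, of which 15 passed the filter on low values. In Tfap4-CFs, 8 of them were higher and 7 lower, with a mean log2 fold change of 0.14, and camera gave P = 0.174 for the list (n = 15 genes), and 0.172 with the replicate number as a block. A single integrin gene passed the unadjusted and the adjusted threshold of limma, Itga11, and the other 14 stayed below a fold change of 1.5 in either direction. With the replicate number as a block, the limma adjusted P of Itga11 was 0.0557, so that it no longer passed the adjusted threshold. With the adjustment over the integrin list alone, 1 gene had an adjusted P value below 0.05, as with the adjustment over all genes tested.

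**Figure D5:**
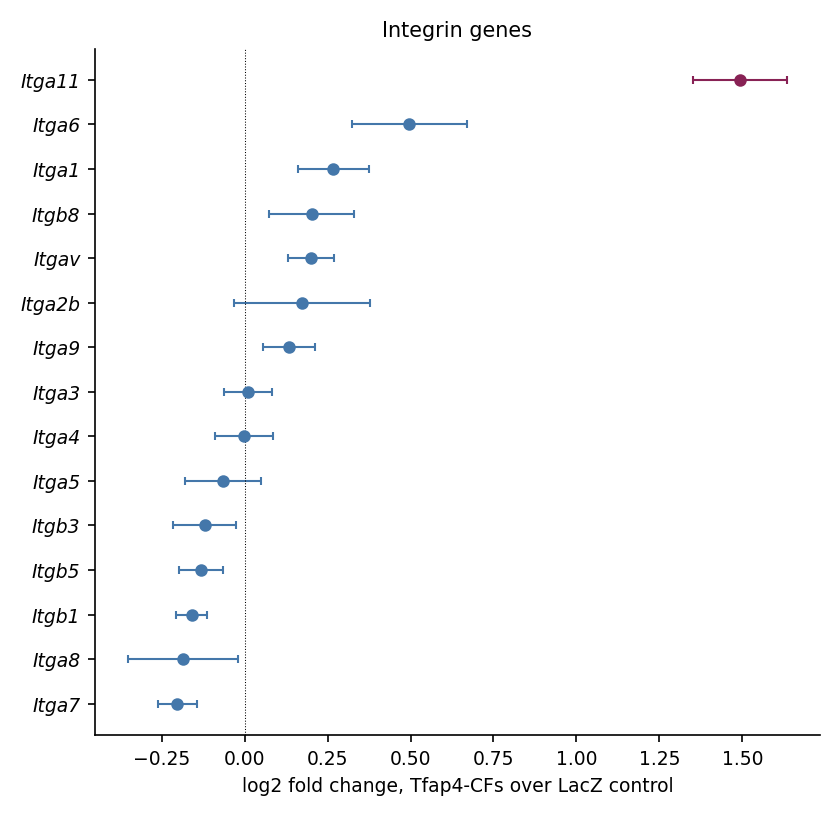
Log2 fold change of Tfap4-CFs over LacZ control for the 15 integrin genes tested, with the standard error of limma as error bar. The purple point is Itga11, the single gene past the adjusted threshold in the fit without the replicate block, and 8 genes lie above 0.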

Immunoblotting analysis showed that Tfap4 overexpression led to increased levels of phosphorylated and total AKT, along with elevated expression of fibrosis marker Fibronectin and Vimentin (Fig. 4(A)). 

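Expression of the genes drawn in Fig. 4(B)-(D) was compared gene by gene. The paper drew them as enriched genes of these same samples, so that their direction was given in advance. Of the 12 genes of Fig. 4(B), 10 passed the filter on low values, all 10 were higher in Tfap4-CFs, 8 passed the unadjusted and 5 the adjusted threshold of limma. For the 11 genes of Fig. 4(C), 5 passed the filter and were higher, 5 past the unadjusted and 4 past the adjusted threshold. Of the 10 genes of Fig. 4(D) besides the microRNA, 7 passed the filter and were higher, 5 past the unadjusted and 2 past the adjusted threshold. Fgf1, on chromosome 18 from 38838673 to 38929404 on the minus strand of mm10, had an RPKM of 0.458 ± 0.0810 (SD, n = 2) in LacZ control and 0.694 ± 0.0787 (SD, n = 2) in Tfap4-CFs, from 128 and 148 reads in the LacZ control samples and 208 and 250 in the Tfap4-CF samples. Its log2 fold change was 0.51 (standard error 0.268) with an unadjusted P of 0.115 and an adjusted P of 0.338 from limma, so that it passed neither threshold, although both Tfap4-CF values lay above both LacZ control values. Slc8a1, the sodium-calcium exchanger gene on chromosome 17 from 81388691 to 81649607 on the minus strand, had an RPKM of 5.34 ± 0.0914 (SD, n = 2) in LacZ control and 9.11 ± 0.564 (SD, n = 2) in Tfap4-CFs, with 981 and 1065 reads in the LacZ control samples and 1790 and 2000 in the Tfap4-CF samples. Slc8a1 rose by a log2 fold change of 0.76 (standard error 0.0731, adjusted P = 0.0218 from limma, 0.0625 with the replicate number as a block). Cacna1a, a calcium channel gene on chromosome 8 from 84388440 to 84640246 on the plus strand, lay under the filter with an RPKM of 0.0921 ± 0.0240 (SD, n = 2) in LacZ control and 0.208 ± 0.00880 (SD, n = 2) in Tfap4-CFs, from 59 and 77 reads in the LacZ control samples and 161 and 175 in the Tfap4-CF samples. Without the filter its log2 fold change of 0.68 had an unadjusted P of 0.0525, adjusted to 0.350 by limma. Bmp6, on chromosome 13 from 38345716 to 38499728 on the plus strand, had an RPKM of 4.91 ± 0.368 (SD, n = 2) in LacZ control and 7.29 ± 0.318 (SD, n = 2) in Tfap4-CFs, from 693 and 857 reads in the LacZ control samples and 1192 and 1298 in the Tfap4-CF samples, and a log2 fold change of 0.56 (standard error 0.0843, adjusted P = 0.0466 from limma, 0.108 with the block), which is below a fold change of 1.5. Cacnb4, Cacna1b, Cacna1h, Chrm2 and Chrm3 of Fig. 4(C) also lay under the filter, as did Kdr and Ntrk3 of Fig. 4(B) and Ednra, Pparg and Wnt11 of Fig. 4(D), and 16.0% of the exonic bases of Cacnb4 overlap a gene on the opposite strand.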

At the transcription level, genes regulated by PI3K-AKT pathway (e.g., *Fgf1* and *Itga11*)(Wang et al., 2019; Zhang et al., 2021), and those involved in Ca^2+^ regulation (e.g., *Cacna1a* and *Slc8a1*)(Striessnig et al., 2014; Xue et al., 2023) and mechanical response (e.g., *Bmp6* and *Piezo2*)(da Silva Madaleno et al., 2020; Xiao, 2024) were also remarkably increased in Tfap4-CFs (Fig. 4(B)-(D)).

**Fig. 4:**
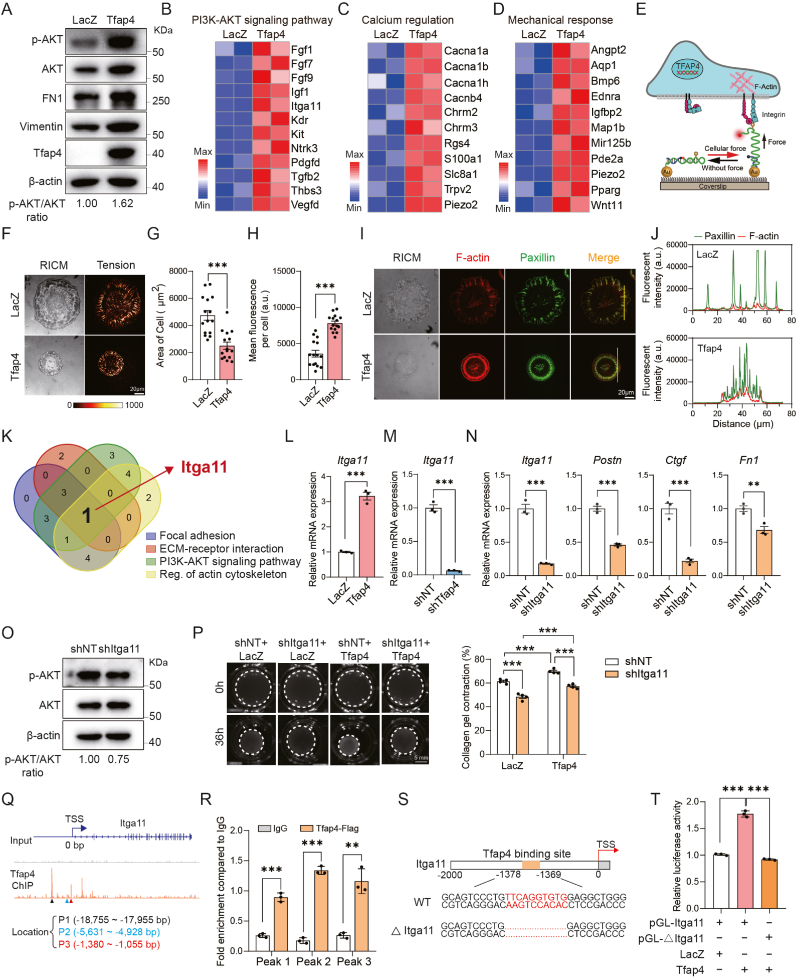
**Tfap4 activates mechanotransduction pathways including integrins to promote CF activation.** (A) Western blot and quantification showing Tfap4, Vimentin, FN1, AKT and pAKT expression in LacZ- or Tfap4-CFs. (B) Heatmap showing the expression of enriched genes correlating with PI3K-AKT signaling pathways. (C) Heatmap showing the expression of enriched genes correlating with calcium regulation. (D) Heatmap showing the expression of enriched genes correlating with mechanical response. (E) Schematic illustrating the mechanism of reversible shearing DNA-based tension probe to reflect the mechanic force of cell membrane exerted by the actin filaments and integrin. (F) Representative RICM and TIRF images of cell morphology and mechanic tension detected using DNA-based tension probe (17 pN) in LacZ or Tfap4-CFs. Scale bar, 20 μm. ((G)–(H**))** Quantification of spreading area (G) and tension intensity (H) of cells transduced with LacZ or *Tfap4* lentiviruses (*n* = 15, biological replicates). **(**I) Representative RICM and fluorescent images of Paxillin- and F-actin-tagged CFs treated with LacZ or *Tfap4* lentiviruses. Yellow lines in the fourth column indicate pixel regions used to generate fluorescence intensity profiles. Scale bar, 20 μm. (J) Quantification of Paxillin- and F-actin fluorescent intensity for cells with control LacZ or *Tfap4* overexpression. (K) The Venn diagram illustrates that Itga11 was identified as the common gene across mechanotransduction-related pathways (focal adhesion, ECM-receptor interaction, PI3K-AKT signaling pathway, regulation of actin cytoskeleton regulation) enriched among Tfap4-upregulated genes. (L) RT-qPCR analysis showing *Itga11* expression in control and Tfap4-CFs (*n* = 3, technical replicates). (**M**) RT-qPCR analysis showing *Itga11* expression in CFs treated with shNT or sh*Tfap4* (*n* = 3, technical replicates). (**N**) RT-qPCR analysis showing the expression of marker genes for activated fibroblasts in CFs at 5 days post lentiviral shNT or sh*Itga11* transduction (*n* = 3, technical replicates). (O) Representative Western blot and quantification showing AKT and pAKT protein expression in CFs treated with shNT or sh*Itga11.* (P) Representative bright-field images and quantification showing contraction area of floating collagen gels embedded with LacZ- or Tfap4-CFs treated with shNT or sh*Itga11* at indicated time points (*n* = 4, biological replicates). (Q) Representative IGV browser tracks of Tfap4 ChIP-seq data showing binding peaks across the promoter region of Itga11. Primers used for qPCR validation of Tfap4 occupancy at these regions are indicated as Peak1 (P1), Peak2 (P2), and Peak3 (P3). TSS, transcription start site. (R) ChIP-qPCR showing that Tfap4 binds to Itga11 promoter region in NIH 3T3 cells. IgG was used as a negative control (*n* = 3, technical replicates). (S) Schematic representation of the Itga11 promoter region (−2000 to −0 bp). The Tfap4 binding site (−1369 to −1378 bp) was marked. (T) Dual-Luciferase reporter assay showing activation of Itga11 by *Tfap4* overexpression in NIH 3T3 cells (*n* = 3, biological replicates). All experiments were repeated at least three times. Data are presented as mean ± SEM. Groups were compared using two-tailed unpaired *t*-test ((G)-(H) and (L)-(N)), one-way ANOVA with Tukey's multiple comparisons test (T) or two-way ANOVA with Sidak's multiple comparisons test ((P) and (R)). ^∗^*P* ​< ​0.05, ^∗∗^*P* ​< ​0.01, and ^∗∗∗^*P* < 0.001.

Mechanical stress in CFs is primarily sensed and transduced by focal adhesions (FAs) and associated cytoskeletal proteins, with integrins being among the most extensively studied adhesion receptors for transmitting extracellular mechanical signals to the cytoskeleton. Recently, DNA-based tension probes(Li et al., 2021; Wang et al., 2023) were developed, enabling us to measure real-time mechanical responses in living CFs upon Tfap4 manipulation. In our experiments, CFs were plated onto coverslips coated with a 17-pN DNA-based tension probe to establish an optimal integrin-generated force. We then used reflection interference contrast microscopy (RICM) and total internal reflection fluorescence microscopy (TIRF) to visualize and quantify tension signals (Fig. 4(E)). RICM imaging revealed that control cells spread on the substrate in a rod-like shape, while Tfap4-CFs exhibited a markedly reduced spreading area, suggesting altered cell mechanics (Fig. 4(F)–(G)). Consistently, a pronounced ring-like distribution of strong tension signals was observed in Tfap4-CFs (Fig. 4(H)), indicating an enhanced mechanical response under these conditions.

Next, we stained CFs with F-actin and Paxillin to visualize filamentous actin and focal adhesion respectively. Compared to control cells, which exhibited sparse and elongated FAs with some thicker filaments extending toward the cell center, Tfap4-CFs displayed a markedly different cytoskeletal architecture. In Tfap4-CFs, actin filaments were organized into prominent double-ring structures at the cell periphery, and FAs appeared as dense, stable puncta (Fig. 4(I)). This structure is known to enhance FA stability, promote fibroblast adhesion, and facilitate more effective transmission of mechanical signals(Li et al., 2021). Quantitative analysis further revealed significantly increased F-actin intensity in Tfap4-CFs, with a more centralized distribution, consistent with enhanced cytoskeletal organization and mechanotransduction (Fig. 4(J)). Taken together, Tfap4 overexpression in CFs leads to significant changes in mechanotransduction, likely contributing to fibrosis by sensitizing CFs to mechanical stimuli.

### 2.5 Mechanosensor Itga11 is involved in Tfap4-mediated fibroblasts activation

Further RNA-seq analysis revealed that integrin alpha-11 (Itga11), a reported mechanosensor(Pesce et al., 2023b; Romani et al., 2021b), was increased in pathways related to adhesion, ECM-receptor interaction, PI3K-AKT signaling pathway and regulation of actin cytoskeleton (Fig. 4(K)). This was confirmed by qPCR analysis, which showed that overexpression of Tfap4 enhanced *Itga11* expression by approximately 4-fold, while its knockdown had the opposite effect (Fig. 4(L)–(M)). 

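Itga11, listed by its symbol, lies on chromosome 9 from 62677826 to 62783982 on the plus strand of mm10 and is annotated as protein-coding. Its RPKM was 1.15 ± 0.0652 (SD, n = 2) in LacZ control and 3.43 ± 0.488 (SD, n = 2) in Tfap4-CFs, from 379 and 389 reads in the LacZ control samples and 1108 and 1388 in the Tfap4-CF samples. The log2 fold change was 1.49 (standard error 0.142, adjusted P = 0.0207 from limma), and both Tfap4-CF values lay above both LacZ control values. A pseudocount of 1 lowered it most, to 1.04, and with 1 sample left out at a time it lay between 1.35 and 1.63. With the replicate number as a block, the adjusted P of limma was 0.0557, above the threshold of 0.05. Without the filter on low values it was 0.0789, and without the trend of variance on expression 0.0642, alternatives that were added for this gene after its values were seen. After finding adhesion, PI3K-AKT, mechanical stimulus and calcium pathways among those raised by Tfap4, the paper set out to explore what Tfap4 does in mechanotransduction, and it picked Itga11, a mechanosensor by the work it cites, as a gene raised within adhesion and related pathways.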

To investigate whether Itga11 is a downstream factor bridging Tfap4 and fibrosis, we designed shRNAs targeting Itga11 that achieved efficient ablation (Fig. 4(N)). We found that knockdown of *Itga11* reduced expression of fibrotic genes including *Postn*, *Ctgf* and *Fn1* (Fig. 4(N)) and inhibited AKT phosphorylation (Fig. 4(O)), suggesting that Itga11 positively regulates fibrosis.

Next, we introduced sh*Itga11* into Tfap4-CFs and control CFs. We found that inhibition of *Itga11* attenuated collagen-gel contraction, and partially suppressed Tfap4-induced collagen contraction (Fig. 4(P)). To explore whether Tfap4 directly regulates Itga11 expression, we performed a chromatin immunoprecipitation (ChIP) assay with antibody against Tfap4, followed by qPCR to examine the enrichment of bound Itga11 DNA fragments. We used the publicly available Tfap4 ChIP-seq data (GSE80669)(Chou et al., 2016), to design qPCR primers (Fig. 4(Q)). Indeed, we found significant enrichment of Tfap4 at the promoter regions of Itga11 (Fig. 4(R)). Luciferase assays confirmed that Tfap4 directly binds to Itga11 promoter region, approximately at −1369 to −1378 base pairs (bp) upstream from the transcription start site (TSS) (Fig. 4(S) and (T)). Tfap4 failed to activate the luciferase expression driven by a truncated Itga11 promoter lacking Tfap4 binding motif. These findings suggest that mechanosensor Itga11 contributes to fibroblast activation by Tfap4.

### 2.6 Revoking Piezo2-dependent Ca^2+^ response by TFAP4 further enhances fibrosis

Ca^2+^ signaling in cardiac fibroblasts is crucial for mechano-transduction and fibrosis(Adapala et al., 2013; Blythe et al., 2019). GSEA revealed that *Tfap4* overexpression significantly upregulated pathways related to calcium regulation (Fig. 5(A)). 

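Calcium regulation was followed with a list of 112 genes of channels, pumps, exchangers and G-protein signaling, of which 54 were tested. The list holds Rgs4 and Piezo2, with log2 fold changes of 4.13 and 2.69, which the paper had already named as raised in these same data. A rise of the list is therefore partly given in advance. In Tfap4-CFs, 34 of the 54 genes were higher and 20 lower, and the mean log2 fold change was 0.30 with a median of 0.06. Camera gave P = 4.51e-04 (n = 54 genes), and 6.28e-04 with the replicate number as a block. With the correlation between genes estimated from these samples, P moved most, to 0.0493, and pre-ranked GSEA, chosen after seeing the values, gave a normalized enrichment score of 2.25 (n = 54 genes, permutation P = 4.37e-04). Past the adjusted threshold of limma, 8 genes were higher and 0 lower, against 10 and 1 at the unadjusted P value. With the adjustment over the list alone, 12 genes had an adjusted P value below 0.05 at any fold change, and 9 with the adjustment over all genes tested. Rgs16, on chromosome 1 from 153740349 to 153745468 on the plus strand, had an RPKM of 2.79 ± 0.510 (SD, n = 2) in LacZ control and 12.8 ± 0.0957 (SD, n = 2) in Tfap4-CFs, from 390 and 455 reads in the LacZ control samples and 2101 and 2128 in the Tfap4-CF samples, and 10.1% of its exonic bases overlap a gene on the opposite strand. Its log2 fold change was 2.17 (standard error 0.133, adjusted P = 0.00893 from limma, 0.0322 with the block). Prkar2b, on chromosome 12 from 31958476 to 32061296 on the minus strand, had a log2 fold change of 1.31 (standard error 0.0767, limma adjusted P = 0.00788, 0.0322 with the block), and Rgs5, on chromosome 1 from 169655501 to 169695813 on the plus strand, one of 1.21 (standard error 0.157, limma adjusted P = 0.0344, 0.0892 with the block). S100a1, on chromosome 3 from 90511034 to 90514392 on the minus strand, had an RPKM of 49.3 ± 6.30 (SD, n = 2) in LacZ control and 82.5 ± 2.30 (SD, n = 2) in Tfap4-CFs, with a log2 fold change of 0.75 (limma adjusted P = 0.0344, 0.0625 with the block).

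**Figure D6:**
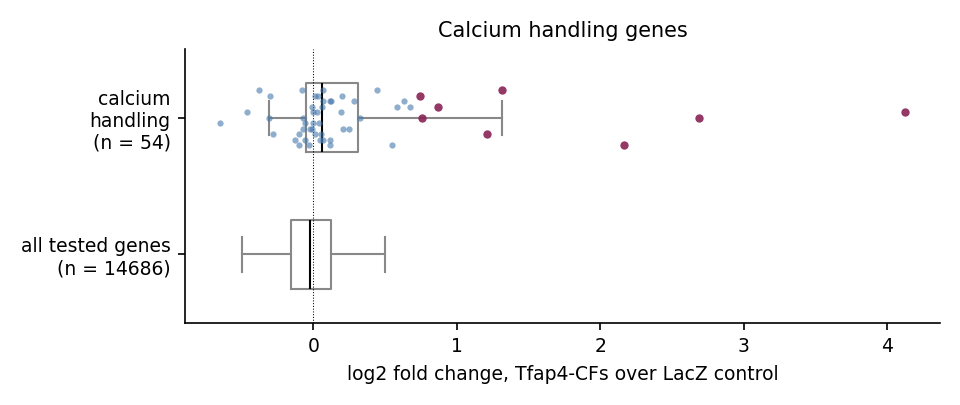
Log2 fold change of the 54 calcium handling genes tested, beside all 14686 genes tested. Boxes show the median and quartiles, whiskers the middle 90% of the genes, and purple points the 8 genes past the adjusted threshold, all of them above 0.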

Piezo channels have been reported to transduce mechanical stimuli into intracellular signals, typically increasing intracellular Ca^2+^ levels to regulate fibrosis(Coste et al., 2010). Among these factors, RNA-seq analysis identified *Piezo2* as significantly upregulated in Tfap4-CFs (Fig. 5(B)). This was further validated by RT-qPCR, which confirmed that Tfap4 overexpression increased Piezo2 expression, while its knockdown resulted in a marked reduction (Fig. 5 (C) and (D)). 

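Piezo2, listed by its symbol, lies on chromosome 18 from 63010213 to 63387183 on the minus strand of mm10 and is annotated as protein-coding. Its RPKM was 4.21 ± 0.253 (SD, n = 2) in LacZ control and 27.6 ± 0.360 (SD, n = 2) in Tfap4-CFs, from 3950 and 4035 reads in the LacZ control samples and 27889 and 29081 in the Tfap4-CF samples. The log2 fold change was 2.69 (standard error 0.0665, adjusted P = 9.42e-04 from limma), and both Tfap4-CF values lay above both LacZ control values. With the replicate number as a block the adjusted P of limma was 0.0117, and a pseudocount of 1 lowered the log2 fold change most, to 2.46. With 1 sample left out at a time, it lay between 2.63 and 2.75. Of the other genes of the mechanical stimulus term, Map1b, on chromosome 13 from 99421464 to 99516602 on the minus strand, had an RPKM of 18.5 ± 0.177 (SD, n = 2) in LacZ control and 29.3 ± 1.22 (SD, n = 2) in Tfap4-CFs and a log2 fold change of 0.66 (standard error 0.0543, adjusted P = 0.0178 from limma, 0.0594 with the block). Angpt2, Aqp1 and Igfbp2 had log2 fold changes of 0.81, 0.78 and 0.85, with unadjusted P values of 0.00513, 0.00582 and 0.00403, adjusted to 0.0782, 0.0833 and 0.0696 by limma, and to 0.0873, 0.131 and 0.113 with the block. Pde2a, at 0.56, stayed below a fold change of 1.5 (limma adjusted P = 0.0371, 0.0908 with the block). Ednra and Pparg, under the filter on low values, had 100 and 124 reads in the LacZ control samples and 198 and 226 in the Tfap4-CF samples, and 48 and 70 reads in the LacZ control samples and 128 and 142 in the Tfap4-CF samples, with log2 fold changes of 0.65 and 0.88. The exon of the microRNA precursor Mir125b-1 lies wholly within an exon of Gm28119, so that their reads are shared, and its log2 fold change was 0.98 from 67 and 68 reads in the LacZ control samples and 138 and 154 in the Tfap4-CF samples (limma adjusted P = 0.0196, 0.0665 with the block). Mir125b-2 had at most 2 reads in any sample, below the 3 taken as detectable.

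**Figure D7:**
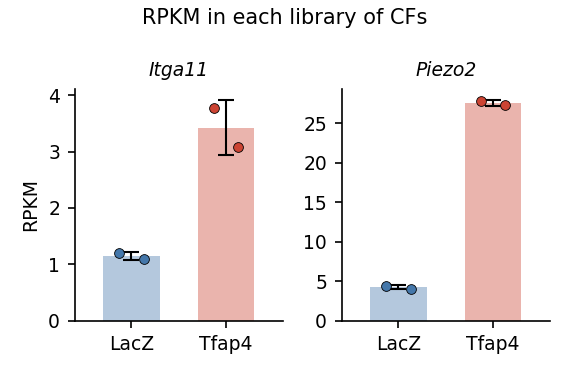
RPKM of Itga11 and Piezo2 in each library, with the mean (bar) and SD (error bar) of 2 samples per group. Both Tfap4-CF points lie above both LacZ control points for either gene.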

While *Piezo1* has been widely recognized as a key fibroblast activator(Blythe et al., 2019; Niu et al., 2022), our data revealed that TFAP4 overexpression had minimal impact on *Piezo1* expression (Fig. 5(E)).

**Fig. 5:**
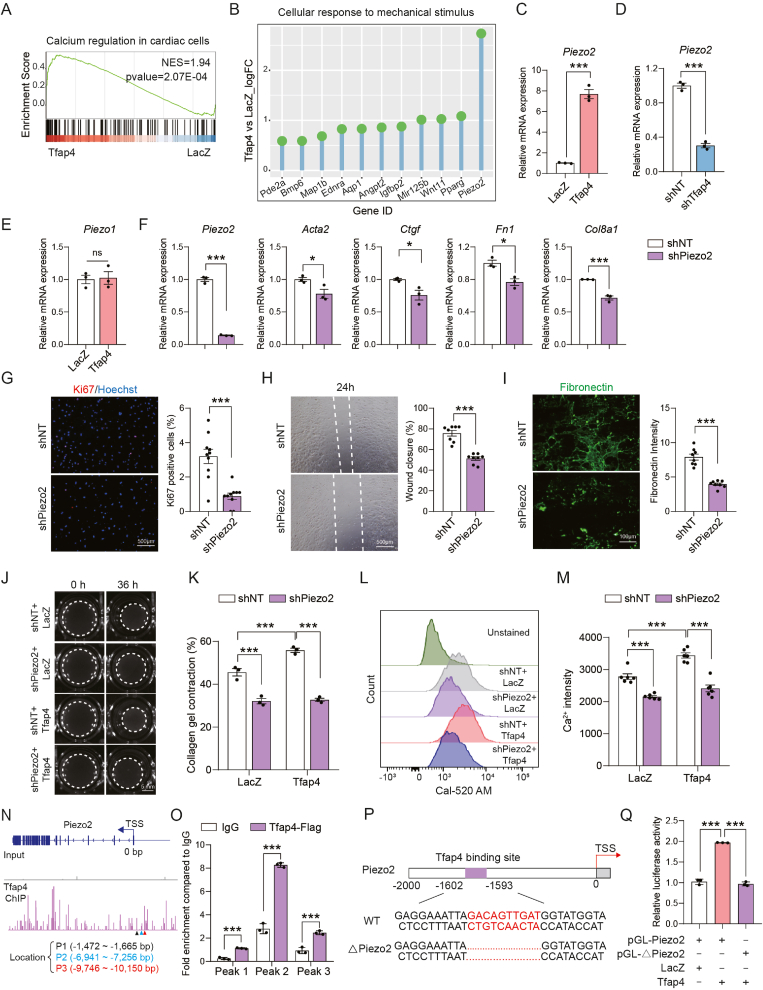
**Piezo2 was identified as a direct downstream target of Tfap4 that regulates fibrotic response in CFs.** (A) GSEA analysis showing the enrichment of the gene set associated with calcium regulation in cardiac cells in Tfap4-CFs compared to LacZ control cells. (B) Lollipop Chart showing DEGs enriched in the cellular response to mechanical stimulus term. (C) RT-qPCR analysis showing *Piezo2* expression in control and Tfap4-CFs (*n* = 3, technical replicates). (D) RT-qPCR analysis showing *Piezo2* expression in CFs treated with shNT or sh*Tfap4* (*n* = 3, technical replicates). (E) RT-qPCR analysis showing *Piezo1* expression in control and Tfap4-CFs (*n* = 3, technical replicates). (F) RT-qPCR analysis showing the expression of *Piezo2* and marker genes for activated fibroblasts in CFs at 5 days post lentiviral shNT or sh*Piezo2* transduction (*n* = 3, technical replicates). (G) Representative ICC images and quantification of Ki67^+^ CFs that were transduced with lentiviruses harboring shNT or sh*Piezo2* (*n* = 10, biological replicates). Scale bar, 500 μm. (H) Representative images (left) and quantification (right) of the wound healing rate 24 h after a scratch in CFs subjected to transduction of shNT or sh*Piezo2* (*n* = 8, technical replicates). Scale bar, 500 μm. (I) Representative ICC images and quantification showing the deposition of fibronectin in CFs treated with shNT or sh*Piezo2* (*n* = 8, technical replicates). Scale bar, 100 μm. ((J)–(K)) Representative bright-field images (J) and quantification (K) showing contraction area of floating collagen gels embedded with control- or Tfap4-CFs treated with shNT or sh*Piezo2* at indicated time points (*n* = 3, biological replicates). Scale bar, 5 mm. ((L)–(M)). Intracellular calcium levels in control- or Tfap4-CFs treated with shNT or sh*Piezo2* were determined using calcium indicator Cal-520 a.m. by flow cytometry (L) and Ca^2+^ average fluorescence intensity was measured by FlowJo (M) (*n* = 6, biological replicates). (N) Representative IGV browser tracks of Tfap4 ChIP-seq data showing binding peaks across the promoter region of Piezo2. Primers used for qPCR validation of Tfap4 occupancy at these regions are indicated as Peak1 (P1), Peak2 (P2), and Peak3 (P3). TSS, transcription start site. (**O**) ChIP-qPCR showing that Tfap4 binds to *Piezo2* promoter region in NIH 3T3 cells. IgG was used as a negative control (*n* = 3, technical replicates). (P) Schematic representation of the Piezo2 promoter region (−2000 to 0 bp). The Tfap4 binding site (−1593 to −1602 bp) was marked. (Q) Dual-Luciferase reporter assay showing activation of Piezo2 by *Tfap4* overexpression in NIH 3T3 cells (*n* = 3, biological replicates). All experiments were repeated at least three times. Data are presented as mean ± SEM. Groups were compared using two-tailed unpaired *t*-test ((C)–(I)), one-way ANOVA with Tukey's multiple comparisons test (Q) or two-way ANOVA with Sidak's multiple comparisons test ((K), (M) and (O)). ^∗^*P* ​< ​0.05, ^∗∗^*P* ​< ​0.01, and ^∗∗∗^*P* < 0.001.

To investigate whether Piezo2 affects fibroblast activation, we constructed specific shRNAs targeting *Piezo2* achieving 85% knockdown efficiency (Fig. 5(F)). We found that *Piezo2* deficiency significantly inhibited the expression of maker genes in fibroblast activation (Fig. 5F). At the cellular level, *Piezo2* knockdown decreased fibroblast proliferation, migration, and ECM deposition, suggesting its pivotal role in regulating fibrosis (Fig. 5(G)–(I)).

We then knocked down *Piezo2* in Tfap4-CFs and tested their ability to contract. Our results showed that sh*Piezo2* led to reduced contraction and further attenuated the increased contraction induced by Tfap4 (Fig. 5(J)–(K)). Furthermore, using flow cytometry assay to evaluate intracellular Ca^2+^ content in cells stimulated with TGF-β, we found that sh*Piezo2* decreased Ca^2+^ influx, while overexpression of Tfap4 significantly increased it. Interestingly, knockdown *Piezo2* further reduced the Tfap4-induced Ca^2+^ influx (Fig. 5(L)–(M)). These results indicated that Piezo2 was a downstream mediator for Tfap4-induced fibrosis.

Next, we sought to understand if Tfap4 directly regulates Piezo2 expression. Similar to Itga11, we used the same Tfap4 ChIP-seq data to design three pairs of qPCR primers (Fig. 5(N)). We then performed ChIP-qPCR, which revealed that Tfap4 directly bound to these promoter regions (Fig. 5(O)). Consistent with these findings, luciferase assay revealed that Tfap4 directly activated the Piezo2 promoter and increased its transcriptional activity (Fig. 5(P)–(Q)). In comparison, Tfap4 failed to activate the truncated piezo2 promoter that lacks its binding sequence (Fig. 5(Q)). Together, these results suggest that activation of Piezo2 plays a crucial role in Tfap4-induced fibrosis.

### 2.7 Loss of Tfap4 mitigates post-MI cardiac fibrosis and improves cardiac function

To determine whether Tfap4 regulates post-MI cardiac remodeling in vivo, we knocked down *Tfap4* in mouse hearts using a lentivirus-mediated gene delivery approach, as previously described(Xie et al., 2023). Knockdown efficiency was confirmed by RT-qPCR and Western blot (Fig. 6(A)–(B)). Consistently, *Tfap4* loss markedly reduced *Itga11* and *Piezo2* expression in MI hearts (Fig. 6(A)). Pathological remodeling following MI was evident by a significant increase in heart weight/body weight and heart weight/tibia length ratios, both of which were reduced by *Tfap4* deficiency at 4 weeks post-MI (Fig. 6(C)). Wheat germ agglutinin staining revealed a reduced cardiomyocyte cross-sectional area in mice with *Tfap4* knockdown (Fig. 6(D)). Histological analyses showed decreased fibrotic area, as assessed by Masson's trichrome staining (Fig. 6(E)), accompanied by reduced collagen I deposition, confirmed by Western blot (Fig. 6(B)).

**Fig. 6:**
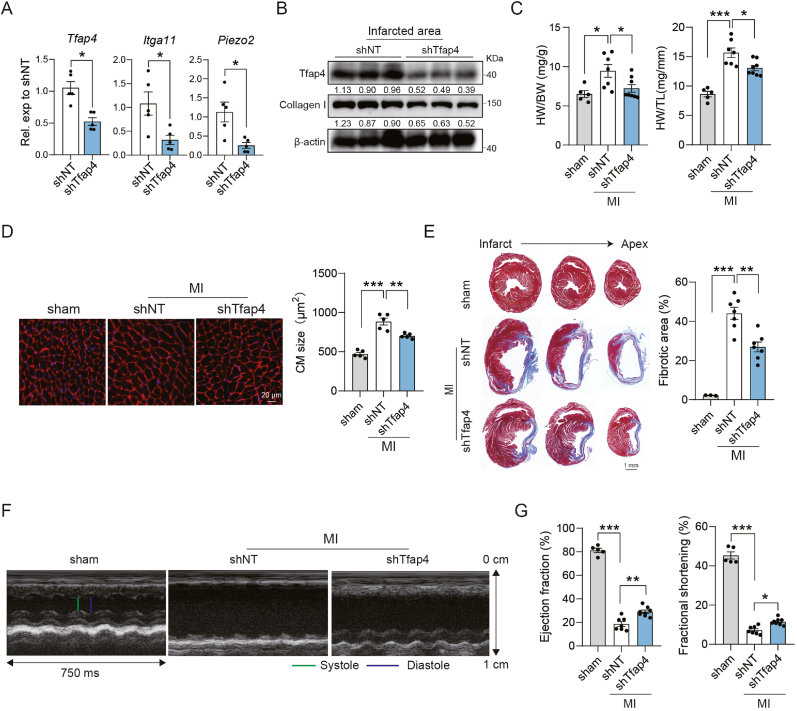
**Tfap4 deletion protects mice againstMI-induced cardiac fibrosis.** (A) RT-qPCR analysis showing *Tfap4*, *Itga11* and *Piezo2* expression in the infarcted area at 4 weeks post-MI (*n* = 5, biological replicates). (B) Western blot and quantification showing Tfap4 and Collagen I in the infarcted area of shNT or sh*Tfap4* group at 4 weeks post-MI (*n* = 3, biological replicates). (C) The ratio of heart weight to body weight (HW/BW) and heart weight to tibia length (HW/TL) of three mice groups (sham, MI-shNT and MI-sh*Tfap4*) (*n* = 5 for sham group; *n* = 7 for shNT and *n* = 8 for sh*Tfap4* group, biological replicates). (D) Representative images and quantitative evaluation of cardiomyocyte (CM) size by wheat germ agglutinin (WGA) staining of three mice groups (sham, MI-shNT and MI-sh*Tfap4*) (*n* = 5, biological replicates). Scale bar, 20 μm. (E) Representative histological heart sections with Masson trichrome staining and quantification showing the areas of fibrosis among indicated groups (*n* = 3 for sham group; *n* = 7 for shNT and *n* = 7 for sh*Tfap4* group, biological replicates). Scale bar, 1 mm. (F) Representative echocardiograms of mice hearts at four weeks post-MI. (G) Quantification of ejection fraction, fractional shortening at 4 weeks after MI (*n* = 5 for sham group; *n* = 7 for MI-shNT group and *n* = 8 for MI-sh*Tfap4* group, biological replicates). All experiments were repeated at least three times. Data are presented as mean ± SEM. Groups were compared using two-tailed unpaired *t*-test (A) or one-way ANOVA with Tukey's multiple comparisons test ((C)-(E) and (G)). ^∗^*P* ​< ​0.05, ^∗∗^*P* ​< ​0.01, and ^∗∗∗^*P* < 0.001.

To evaluate the functional impact of *Tfap4* deficiency, we performed echocardiography (Fig. 6(F)). At 4 weeks post-MI, left ventricular ejection fraction (EF) and fractional shortening (FS) were significantly reduced in MI hearts compared with the sham group. Notably, *Tfap4* deficiency improved both EF and FS compared to controls (Fig. 6(G)). Together, these findings demonstrate that *Tfap4* deletion mitigates adverse post-MI remodeling by attenuating myocardial fibrosis and preserving cardiac function.

### 2.8 TFAP4 regulates pro-fibrotic response of human fibroblasts

Having established the role of Tfap4 in murine cardiac fibroblasts, we then investigated its function in HCFs. Sequence alignment showed that TFAP4 was highly conserved among rodents, non-human primates and humans (Fig. S5 A and B). We introduced shRNA targeting *TFAP4* to HCFs, achieving 90% knockdown efficiency as evaluated by RT-qPCR (Fig. 7(A)). Similar to murine CFs, knocking down *TFAP4* contributed to attenuated migration and proliferation of HCFs induced by TGF-β (Fig. 7(B)-(D)). RT-qPCR further showed that *TFAP4* knockdown significantly inhibited the expression of genes involved in HCF activation, including *ACTA2*, *COL1A1*, *FN1*, *MMP2* and *MMP9* (Fig. 7(E)). Importantly, *TFAP4* knockdown also significantly inhibited *ITGA11* and *PIEZO2* expression upon TGF-β treatment (Fig. 7(E)). In a gel contraction assay, *TFAP4* deficiency was associated with a significant decrease in HCF contraction with or without TGF-β treatment (Fig. 7(F)). Additionally, *TFAP4* silencing resulted in reduced fibrosis and decreased intracellular Ca^2+^ levels in HCFs under TGF-β stimulation (Fig. 7(G) and (H)). At the protein level, phosphorylation of AKT was dramatically inhibited by sh*TFAP4*, suggesting a reduced PI3K-AKT pathway activation (Fig. 7(I)). These findings suggest that TFAP4 plays a conserved, pro-fibrotic role in controlling human fibroblast activation.

**Fig. 7:**
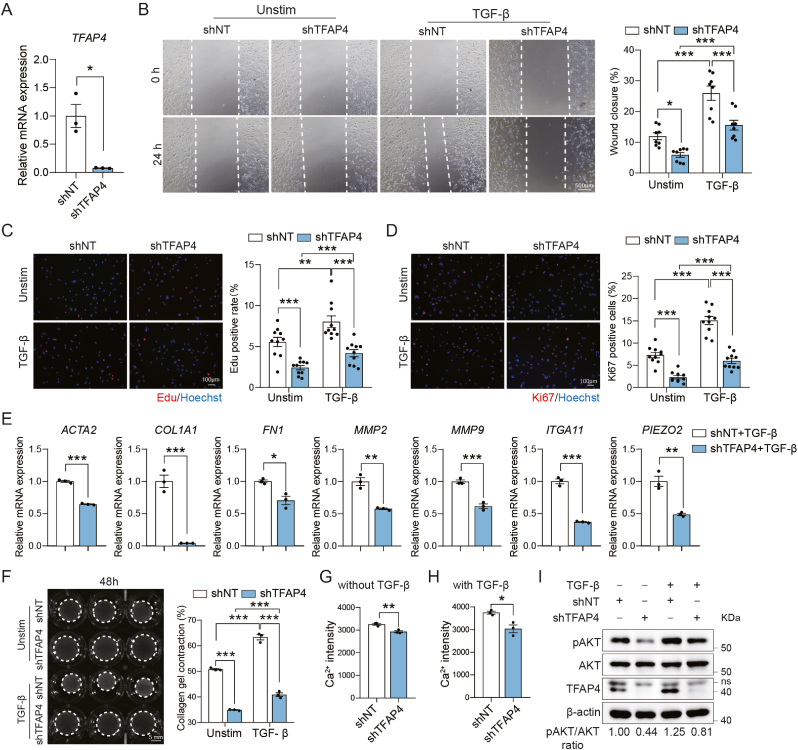
**Tfap4 regulates HCF activation.** (A) RT-qPCR analysis showing the expression of *TFAP4* in HCFs treated with shNT or sh*TFAP4* (*n* = 3, technical replicates). (B) Measurement of cell migration capacity in HCFs treated with shNT or sh*TFAP4* under unstimulated or TGF-β conditions in a wound healing assay. Representative images (left) with quantification of the wound closure percentage (right) 24 h were shown (*n* = 8, technical replicates). Scale bar, 100 μm. (**C** and **D**) Representative ICC images and quantification of Edu^+^ (C) and Ki67^+^ (D) CFs that were transduced with lentiviruses harboring shNT or sh*TFAP4* under unstimulated or TGF-β conditions (*n* = 10, biological replicates). Scale bar, 100 μm. (E) RT-qPCR analysis showing the expression of marker genes for activated fibroblasts in CFs at 5 days post lentiviral shNT or sh*TFAP4* transduction under TGF-β treatment (*n* = 3, technical replicates). (F) Representative bright-field images (left) and quantification (right) showing contraction area of floating collagen gels embedded with shNT or sh*TFAP4* in unstimulated or TGF-β conditions at indicated time points (*n* = 3, biological replicates). Scale bar 5 mm. (G) Intracellular calcium levels in HCFs transduced with shNT or sh*TFAP4* were assessed using the calcium indicator Cal-520 a.m. and analyzed by flow cytometry. Mean fluorescence intensity (MFI) of Ca^2+^ was quantified using FlowJo (*n* = 3 biological replicates). (H) Intracellular calcium levels in HCFs under TGF-β treatment, with either shNT or sh*TFAP4*, were similarly assessed by Cal-520 a.m. staining and flow cytometry. Ca^2+^ MFI was quantified using FlowJo (*n* = 3 biological replicates). (I) Western blot and quantification showing pAKT and AKT expression in HCFs treated with shNT or sh*TFAP4* under unstimulated or TGF-β conditions. All experiments were repeated at least three times. Data are presented as mean ± SEM. Groups were compared using two-tailed unpaired *t*-test or two-way ANOVA with Sidak's multiple comparisons test ((B)-(D) and (F)). ^∗^*P* ​< ​0.05, ^∗∗^*P* ​< ​0.01, and ^∗∗∗^*P* < 0.001.

## 3 Discussion

In this study, we revealed the pivotal role of TFAP4 in regulating cardiac fibrosis through mechanotransduction pathways. By examining both murine and human cardiac fibroblasts, we established that TFAP4 is highly conserved across species and functions as a crucial mediator in fibroblast activation and the fibrotic response. Loss of Tfap4 in vivo ameliorated post-MI cardiac fibrosis and improved cardiac function, highlighting its potential as a therapeutic target for cardiac remodeling and dysfunction.

TFAP4, a member of the bHLH family, has been extensively studied in cancer but remains poorly characterized in fibrosis and tissue remodeling(Mermod et al., 1988; Wong et al., 2021). Our study reveals a previously unrecognized role for TFAP4 in cardiac fibrosis, demonstrating its accumulation in activated cardiac fibroblasts both in vitro and in vivo. TFAP4 overexpression promoted fibroblast proliferation and upregulated pro-fibrotic genes, including *FN1* and *VIM*. Notably, we identified mechanotransduction molecules *Itga11* and *Piezo2* as novel TFAP4 targets, linking TFAP4 to fibrosis through mechanical signaling. Recent studies further support the pro-fibrotic role of TFAP4, showing its activation of NK-1R in renal fibrosis and STING signaling in liver fibrosis(Han et al., 2025; Zhu et al., 2023). In vivo knockdown of *Tfap4* resulted in reduced scar size and improved heart function, further suggesting its critical role in fibrosis. However, we acknowledge that the use of lentivirus-mediated shRNA delivery system may lack cell-type specificity, preventing precise attribution of TFAP4's effects in vivo. Using snRNA-seq analysis of human heart disease samples, we revealed that TFAP4 is expressed in diverse cardiac cell types such as cardiomyocytes and endothelial cells. TFAP4 may also participate in mechanotransduction pathways in those cardiac cell types. Future studies using conditional knockout models will be essential to dissect its cell-type-specific contributions of Tfap4 to fibrosis and cardiac repair.

Mechanotransduction plays a central role in the initiation and propagation of fibrosis(Mascharak et al., 2024). Prolonged excessive mechanical stimulation can result in organ fibrosis. Regulating mechanical force during the transformation of CFs into myofibroblasts may mitigate the adverse effects of fibrosis, reducing myocardial stiffness after MI and thereby preventing heart failure(Yong et al., 2015; Younesi et al., 2024). By performing unbiased transcriptomic analyses, we identified that *Tfap4* overexpression activates key mechanotransduction-related pathways such as PI3K-AKT signaling, integrin/FAs and calcium signaling. These findings were further validated by an increase in phosphorylated AKT levels and downstream target gene expression. Importantly, leveraging our recently developed DNA-based tension probe, we discovered that TFAP4 sensitizes CF to mechanical stimuli, thereby promoting fibrosis. These results suggest that TFAP4's modulation of mechanical signaling could serve as a potential mechanism to exacerbate fibrotic remodeling in the myocardium.

Fibroblasts can sense mechanical forces through mechanosensitive receptors. Crucial mechanosensors, including integrins(Niu et al., 2022), mechanosensitive ion channels(Adapala et al., 2013; Du et al., 2010), and G protein-coupled receptors (GPCRs)(Zhang et al., 2022) are reported to promote fibrosis in response to mechanical signals. In our study, we identified Itga11 and Piezo2 as direct TFAP4 targets that mediate fibroblast activation. The α11 integrin has been reported to be expressed by cardiac fibroblasts and binds preferentially to type I collagen fibers(Talior-Volodarsky et al., 2015). Early studies have demonstrated that *Itga11* deletion attenuates cardiac fibrosis and improves cardiac function in diabetic mice(Civitarese et al., 2016; Romaine et al., 2018). Especially, *Itga11* knockdown impairs the contractility of collagen I matrices in liver fibroblasts, which aligns with our discoveries. We found that knockdown *Itga11* partially mitigated TFAP4-induced fibrosis activation, as shown by reduced pro-fibrotic gene expression, lower phosphorylated AKT level and impaired contractility. Piezo2 is a mechanosensitive Ca^2+^ channel that plays a significant role in cardiovascular health and disease(Beech & Kalli, 2019). We found that TFAP4 directly activated *Piezo2*, aligning with recent findings that *Piezo2* expression increases in activated fibroblasts through YTHDF1-mediated m^6^A modification(Ding et al., 2024). Fibroblast-specific *Piezo2* deficiency reduced fibroblast activation, autophagy, and cardiac fibrosis(Ding et al., 2024). Our study further identified Tfap4 as a direct transcriptional activator for Piezo2, highlighting its role in modulating mechanosensitive pathways in fibrosis.

Yes-associated protein (YAP) and transcriptional coactivator with PDZ-binding motif (TAZ) are central components of the Hippo signaling pathway and serve as well-characterized downstream effectors in mechanotransduction. In response to mechanical cues such as increased ECM stiffness or TGF-β signaling, YAP/TAZ translocate into the nucleus where they partner with transcription factors such as TEAD to drive the expression of profibrotic and proinflammatory genes(Cho et al., 2025; Garoffolo et al., 2022; Mia et al., 2022). While both TFAP4 and YAP/TAZ are implicated in fibrosis, they function at distinct regulatory levels. TFAP4 appears to act upstream in the signaling cascade, functioning as a transcriptional initiator of mechanosensor expression and mechanosensory signaling. In contrast, YAP/TAZ serve as downstream effectors that amplify and execute fibrotic transcriptional programs in response to those mechanical signals. Thus, TFAP4 may represent an early regulatory "switch" that enables cellular perception of the mechanical environment, whereas YAP/TAZ execute context-dependent fibrotic responses.

Together, we demonstrated that Tfap4 promotes cardiac fibrosis through the direct activation of mechanosensors, including Itga11 and Piezo2, which in turn activate key mechanotransduction pathways. Our findings suggest that targeting TFAP4 could provide a novel therapeutic approach to mitigate fibrosis and improve cardiac functions in patients with myocardial infarction.

## 4 Materials and methods

### 4.1 Animals

C57BL/6J mice at 6–8 weeks old were purchased from Beijing Vitalstar Biotechnology Co., Ltd. (Beijing, China).

### 4.2 Plasmid construction

Tfap4 was amplified from the cDNA of adult mouse spleen by PCR and cloned into the pLenti vector (Addgene #39481) and pHAGE-puro vector with 3xFlag tag (kindly gifted from Dr. Jing Zhang Lab in Wuhan University). Cloning primers are listed in Supplemental Table 1. To silence gene expression, shRNA oligos from Sigma were annealed to pLKO.1 vector as previously described(Wang et al., 2020). Sequence information of shRNA oligos used in this study is listed in Supplemental Table 2. For the luciferase assay, the promoter sequences of Piezo2 and Itga11 were amplified from the genomic DNA from mouse heart. The amplified PCR products were then inserted into the pGL3-enhancer vector (Addgene #212938) to produce the pGL3-Piezo2 and pGL3-Itga11 plasmid respectively. The truncated constructs, pGL3-△Itga11 and pGL3-△Piezo2, were made by depleting Tfap4 binding sequences within the promoter region. Cloning primers are listed in Supplemental Table 1.

### 4.3 Isolation of primary murine cardiac fibroblasts (CFs) and viral infection

Thy1.2^+^ CFs were isolated by magnetic-activated cell sorting (MACS) using standard protocol described previously(Wang et al., 2015). Isolated CFs were seeded onto 0.1% gelatin-coated plates in fibroblast medium containing IMDM (Hyclone, SH30228.01) supplemented with 20% FBS and 1% penicillin/streptomycin at a density of 2e4 to 3e4 cells per cm^2^. Twenty-four hours after seeding, lentivirus (4 μL/well of 24 well plate) was added to the cells. Twenty-four hours after viral infection, CFs were selected with culture medium containing puromycin (1 μg/mL) for three days and were collected on day 5 for downstream analysis.

### 4.4 Maintenance of human CFs (HCFs)

The human primary cardiac fibroblast (HCF) was purchased from the BeNa Culture Collection (BNCC, BNCC354381, Beijing China). HCFs were seeded at density of 1e4 cells per cm^2^ at day 0. On day 1, lentivirus (4 μL/well) was added to the cells. On day 2, CFs were maintained in medium containing puromycin (1 μg/mL) for three days to enrich infected cells. Cells were collected on day 6 for downstream analysis.

### 4.5 Mechanical force visualization assay

Mechanical force visualization was performed as previously described(Li et al., 2021). Circular coverslips were rinsed and sonicated three times in nanopure water and then sonicated in acetone for 20 min, followed by drying in an oven. The dried coverslips were activated in oxygen plasma for 10 min to obtain a hydroxylated surface, then incubated in ethanol with 1% v/v (3-Aminopropyl) triethoxysilane for 1 h for amine modification, rinsed with ethanol and dried under a stream of N_2_. The amine-modified coverslips were passivated by covering with 200 μL of 0.1 M fresh sodium bicarbonate solution containing 5% w/v mPEG-NHS (*M*_w_ = 2000) and 0.5% w/v lipoic acid-PEG-NHS (*M*_w_ = 3400). After incubation at 4 °C overnight, the coverslips were washed with nanopure water and incubated with 16 nM 5 nm AuNPs at room temperature for 30 min. Then, coverslips were rinsed three times with nanopure water to remove non-specifically bound AuNPs. Finally, 200 nM DNA tension probe in PBS (10 mM sodium phosphate, 1 M NaCl, pH 7.2) was added onto the surface and incubated at room temperature for 1 h, and then the non-specifically bound probes were removed by rinsing with PBS solution. The treated coverslips were assembled into cell imaging chambers for cell experiments. All images were acquired using a Nikon Eclipse Ti2 inverted microscope with Nikon LU-N4 laser units equipped with four lasers (405 nm, 488 nm, 561 nm and 640 nm) (15 mW), an autofocus system, a × 100 oil objective (Nikon, 1.49 NA) and an ANDOR EMCCD (1024 × 1024 pixels) camera with Nikon NIS-Elements software. Image data were processed with Image J and the MATLAB.

### 4.6 Chromatin Immunoprecipitation (ChIP) followed with qPCR (ChIP-qPCR)

ChIP was performed as previously described with minor optimizations(Liu et al., 2016). Briefly, 5–10 million NIH 3T3 cells were cross-linked using 1% paraformaldehyde/DPBS at room temperature for 8 min and were sheared using Bioruptor (30 s on/45 s off × 23 cycles). The sheared chromatin DNA–protein complex was then precipitated with anti-Flag antibody (Sigma, F3165) and normal mouse IgG (Santa Cruz Biotechnology, B0619) at 4 °C overnight. The immunoprecipitated products were washed sequentially and eluted in elution buffer (1% SDS, 0.1 M NaHCO_3_) at 68 °C, with agitation at 1400 rpm for 40 min. Decrosslinking was performed by incubation at 42 °C for 2 h and then at 67 °C for 6 h. The DNA was further purified by QIAquick PCR Purification Kit (Qiagen, 28104) and then used for qPCR. Primers were designed with Primer-BLAST and their sequences were listed in Table S4.

### 4.7 Dual-luciferase reporter assay

NIH3T3 cells were co-transfected with 1 μg of empty vector or reporter plasmid harboring target promoters and 0.1 μg of Renilla luciferase vector. At 48 h after transfection, the luciferase activity was measured with a Dual-Glo Luciferase Assay System (Spectramax i3x) and an illuminometer. Renilla luciferase intensity was used as a control to normalize the firefly luciferase intensity.

### 4.8 Bulk RNA sequencing and data processing

After 3 days post infection, cells were collected in TRIzol (Takara) for RNA extraction. RNA quality was determined by examining A260/A280 with NanodropTM OneCspectrophotometer (Thermo Fisher Scientific Inc). RNA Integrity was confirmed by 1.5% agarose gel electrophoresis. Qualified RNAs were finally quantified by Qubit3.0 with QubitTM RNA Broad Range Assay kit (Life Technologies, Q10210). cDNA library was prepared using Ribo-off rRNA depletion Kit (Ribobio, China) and KCTM Stranded mRNA Library Prep Kit for Illumina® (Catalog NO. DR08402, Wuhan Seqhealth Co., Ltd. China) following the manufacturer's instruction. The library products corresponding to 200–500 bps were enriched. Paired-end sequencing was conducted on an Illumina NovaSeq 6000 with a read length of 150 base pairs (bp). Raw sequencing data was initially filtered by Trimmomatic (version 0.36), with the discarding of low-quality reads and the trimming of reads contaminated with adaptor sequences. Subsequently, the clean reads were mapped to the reference genome of mouse (mm10) using STRA software (version 2.5.3a) with default parameters. The counting of reads mapped to the exon regions of each gene was carried out by featureCounts (Subread-1.5.1; Bioconductor) and then RPKMs were calculated. Resulting BAM files were sorted and indexed using SAMtools. Differential expression analysis was performed using DESeq2 (version 1.32.0)(Love et al., 2014), with the criteria for significantly differentially expressed genes (DEGs) setting at fold change ≥1.5 and adjusted *P*value < 0.05. Gene ontology (GO) analysis and Kyoto encyclopedia of Genes and Genomes (KEGG) enrichment analysis for differentially expressed genes were both implemented by DAVID with a *P* value cutoff of 0.05 to judge statistically significant enrichment. Gene Set Enrichment Analysis (GSEA) was performed on R software (version 4.2.2) with a *P* value cutoff of 0.05 to judge statistically significant enrichment.

### 4.9 Transcription factor binding analysis

The prediction of Tfap4 binding sites within promoter regions of Itga11 and Piezo2 was calculated using FIMO (v.4.11.2) software(Grant et al., 2011). The motif file (JASPAR, 2022)(Castro-Mondragon et al., 2022) and promoter sequence of Tfap4 were used as input for the FlMO. A *P* value < 0.001 was selected as the cut-off value for reliable predictions.

### 4.10 Murine model of myocardial infarction (MI)

MI and *in vivo* delivery of lentivirus were performed in 68-week-old male C57BL/6 mice as previously reported(Xie et al., 2023). Mice were anesthetized by intraperitoneal injection of 100 mg/kg body weight (BW) ketamine and 10 mg/kg BW xylazine for one time and were ventilated with an ALC-V8S ventilator. After exposing the heart, MI was performed by permanent ligation of the left anterior descending artery (LAD) with a 7-0 prolene suture. Sham-operated animals served as surgical controls and were subjected to the same procedures as the experimental animals with the exception that the LAD was not ligated. Lentiviruses expressing sh*Tfap4* and shNT were subjected to ultracentrifugation and resuspended in PBS with polybrene (8 μg/mL). Each mouse received 1 × 10^7^ TU lentivirus containing sh*Tfap4* or shNT. Immediately after the ligation, virus-containing solution was injected into the boundary between the infarct zone and border zone at two sites with 31-gauge insulin needles. Mice were allowed to recover on the heating pad after closing the chest. Cardiac function was measured with transthoracic echocardiography using a Vinno 5 imaging system (Vinno, China) 4 weeks after surgery. At the end of the study, all animals were euthanized using CO_2_ asphyxiation, followed by cervical dislocation. MI surgeries, echocardiography and the following analyses were performed in a double-blinded manner. A total of 25 mice were used in this study, with 5 assigned to the sham group, 10 assigned to the MI ​+ ​shNT group and 10 to the MI ​+ ​sh*Tfap4* group. During the post-MI period, 3 and 2 mice died in shNT and sh*Tfap4* group respectively. Most deaths occurred within the first 3 days after MI and were attributed to cardiac rupture, as confirmed by post-mortem examination. Importantly, there was no significant difference in early mortality rates between the groups.

### 4.11 Other assays

Cell culture, viral production, collagen gel contraction assay and other assays are provided in the Supplementary materials.

### 4.12 Statistics analysis

Data were analyzed using Prism 8 (GraphPad Software, La Jolla, CA). All results were expressed as mean ± SEM. The unpaired *t*-test was used to determine the significance of differences between the two groups. One-way or two-way analysis of variance (ANOVA) was used to determine the significance of experiments containing three or more conditions. A value of *P* ​< ​0.05 was considered statistically significant (∗), a *P* value of <0.01 was considered statistically significant (∗∗), a *P* value of <0.001 was considered statistically significant (∗∗∗).

## CRediT authorship contribution statement

**Jie Liu:** Writing – review & editing, Writing – original draft, Visualization, Validation, Methodology, Investigation, Formal analysis, Data curation. **Jingjing Feng:** Writing – original draft, Validation, Investigation, Formal analysis, Data curation. **Jingxuan Zhao:** Writing – review & editing, Validation, Investigation, Formal analysis, Data curation. **Xiangjie Kong:** Writing – review & editing, Software, Resources, Methodology, Data curation. **Zhangyi Yu:** Writing – review & editing, Writing – original draft, Visualization, Validation, Methodology, Formal analysis, Data curation. **Yuanru Huang:** Writing – review & editing, Software, Methodology, Data curation. **Zechun He:** Writing – review & editing, Writing – original draft, Validation, Formal analysis, Data curation. **Mengxin Liu:** Writing – review & editing, Writing – original draft, Validation, Formal analysis, Data curation. **Zheng Liu:** Writing – review & editing, Supervision, Software, Resources. **Zhibing Lu:** Writing – review & editing, Software, Resources, Methodology. **Li Wang:** Writing – review & editing, Writing – original draft, Visualization, Supervision, Project administration, Methodology, Investigation, Funding acquisition, Data curation, Conceptualization.

## Ethics statement

All mice were maintained in specific pathogen-free (SPF) facilities at the Medical Research Institute of Wuhan University. The experimental protocols followed the International Guiding Principles for Biomedical Involving Animals. The protocols for animal experiments were approved by the Institutional Animal Care and Use Committee of the Medical Research Institute of Wuhan University (approval number: MRI2020-LAC68).

## Data availability

All data generated or analyzed during this study are included in the main text or the Supplementary Material. Bulk RNA-seq is available from the NCBI Gene Expression Omnibus (GEO) under accession number GSE261406.

## Declaration of competing interest

The authors declare the following financial interests/personal relationships which may be considered as potential competing interests:Li Wang reports financial support was provided by 10.13039/501100012166National Key Research and Development Program of China. Li Wang reports financial support was provided by 10.13039/501100001809National Natural Science Foundation of China. Li Wang reports financial support was provided by 10.13039/501100003819Natural Science Foundation of Hubei Province. Li Wang reports financial support was provided by Fundamental Research Funds for the Central Universities in China. If there are other authors, they declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

# Supplementary material for: TFAP4 exacerbates pathological cardiac fibrosis by modulating mechanotransduction
**Source:** Cell Insight. 2025 Jun 2;4(4):100256. doi: 10.1016/j.cellin.2025.100256
**Supplement:** Multimedia component 1

**Supplementary material**

**Supplemental Figures and Legends**

Figure S1. Functional screening for transcription factors potentially affecting fibrosis.

Figure S2. The expression level of TFAP4 in the donor and DCM group.

Figure S3. Tfap4 is essential for fibroblast to myofibroblast transformation.

Figure S4. Gene enrichment analysis of downregulated DEGs in CFs with *TFAP4* overexpression.

Figure S5. Tfap4 is a highly conserved transcription factor.

**Supplemental Methods**

Cell culture and viral production

Culture and TGF-β stimulation of CFs

Cell cycle analysis by propidium iodide (PI) staining

Measurement of intracellular Ca^2+^ level

Collagen gel contraction assay

RNA extraction and RT-qPCR

Wound healing assay

Immunofluorescent staining (ICC)

EdU incorporation assay

Western Blots

Histology analysis

Single‑cell transcriptomic datasets analysis

**Supplemental Tables**

Table S1 List of molecular cloning primers

Table S2 List of shRNA oligos

Table S3 List of qPCR primers

Table S4 List of ChIP-qPCR primers

Table S5 List of antibodies

**
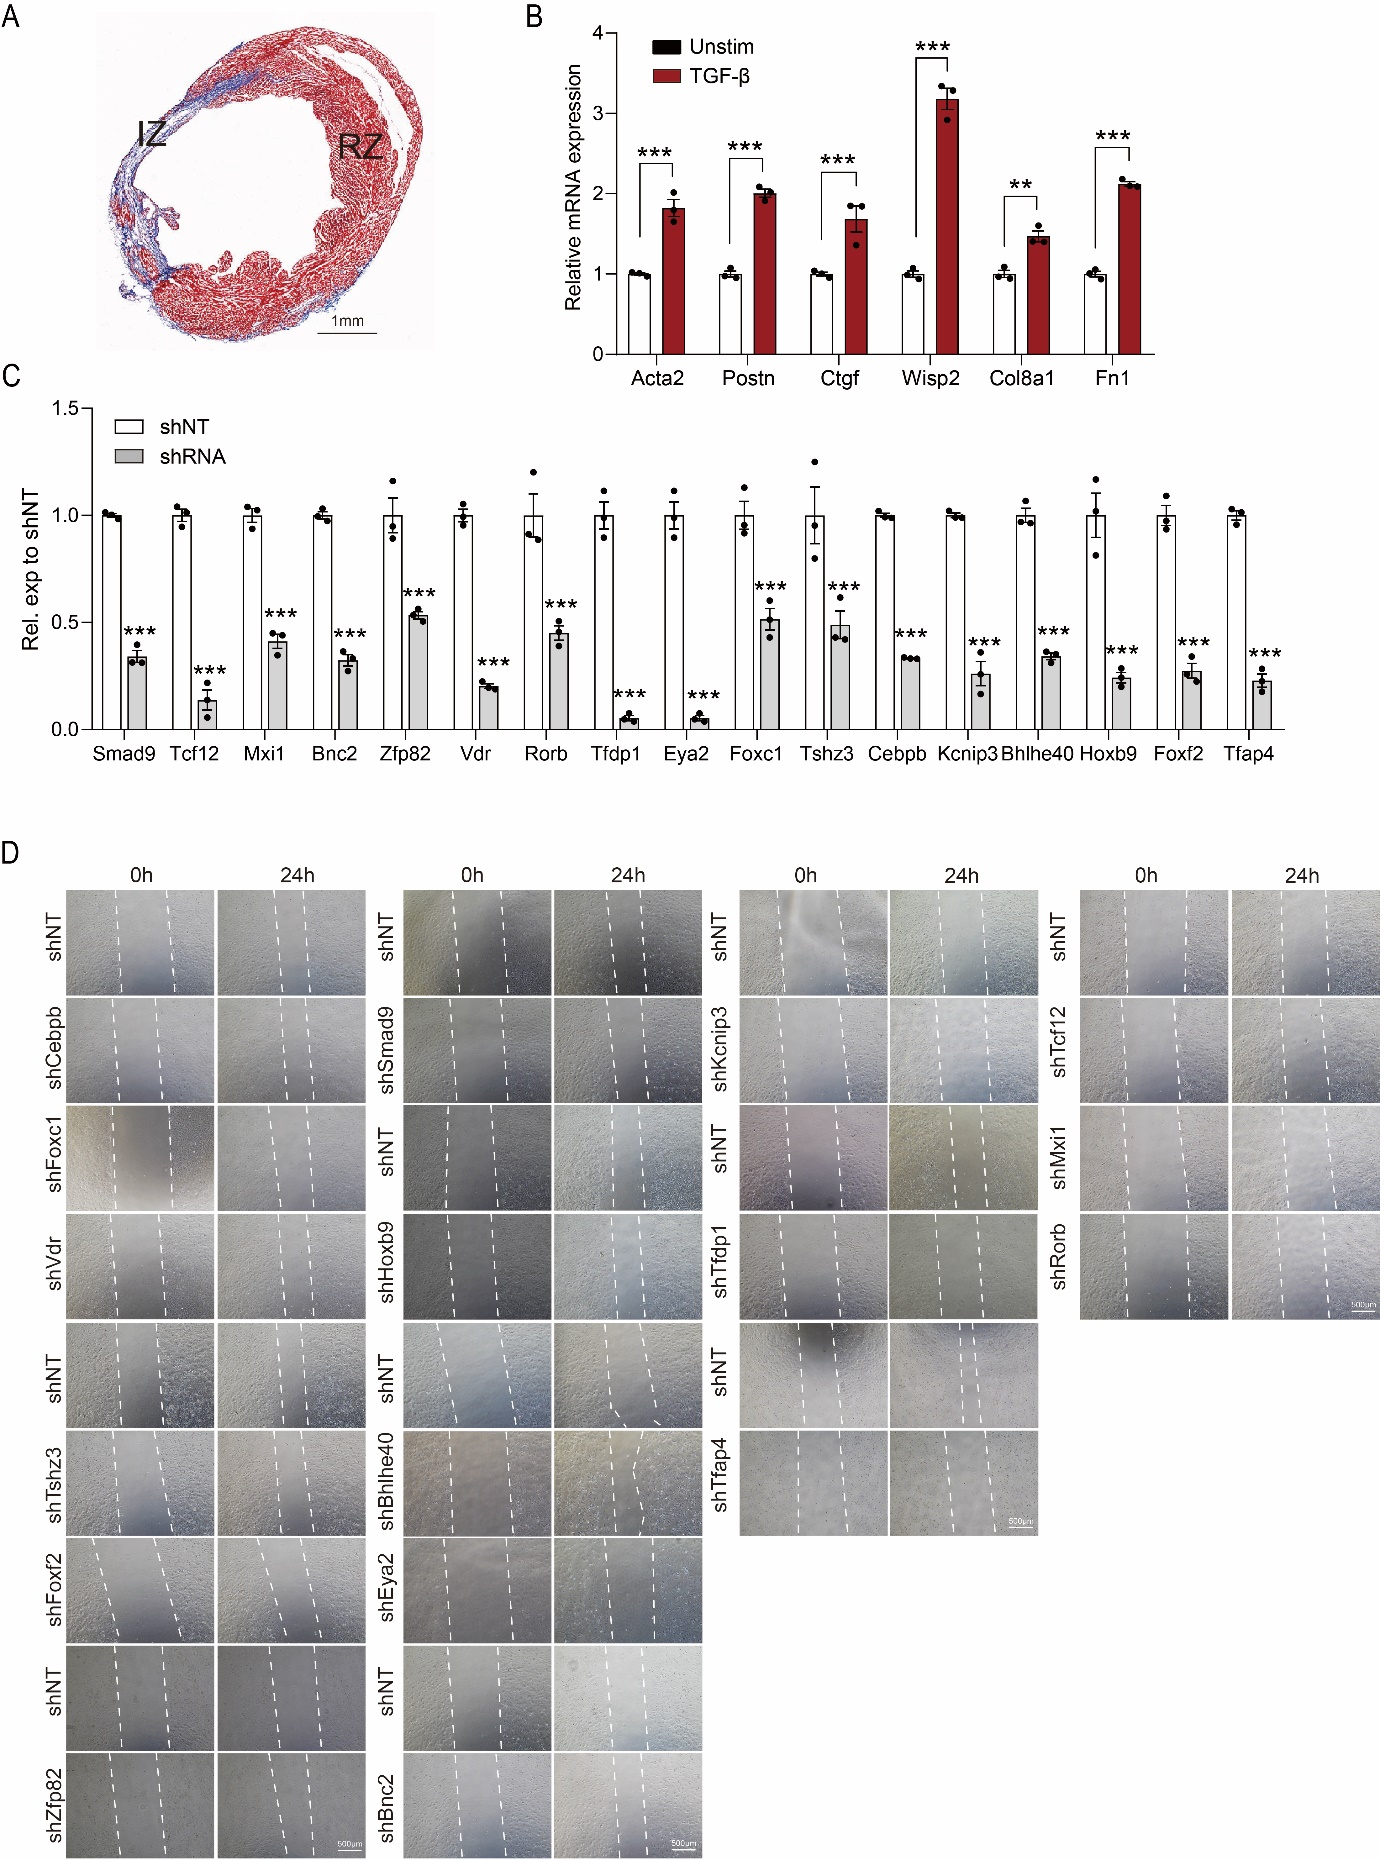
**

**Fig. S1. Functional screening for transcription factors potentially affecting fibrosis.**

(**A**) Representative histological heart sections with Masson trichrome staining 4 weeks post-MI. Remote zone (RZ) and infarct zone (IZ) in infarcted hearts were displayed. Scale bar, 1 mm.

(**B**) RT-qPCR analysis showing the expression of marker genes for activated fibroblasts in CFs under treatment with or without TGF-β (n=3, technical replicates).

(**C**) Knockdown efficiency of shRNAs was determined by RT-qPCR in CFs at 5 days post lentiviral shRNAs targeting indicated transcription factors. Cells transduced with lentiviral shNT were used as control (n=3, technical replicates).

(**D**) Representative bright-field images of the wound healing rate 24 h after a scratch in CFs subjected to transduction of lentiviral shRNAs targeting indicated transcription factors. Scale bar, 500 μm.

All experiments were repeated at least three times. Data are presented as mean ± SEM. Groups were compared using two-way ANOVA with Sidak’s multiple comparisons test. ***P* < 0.01, and ****P* < 0.001.

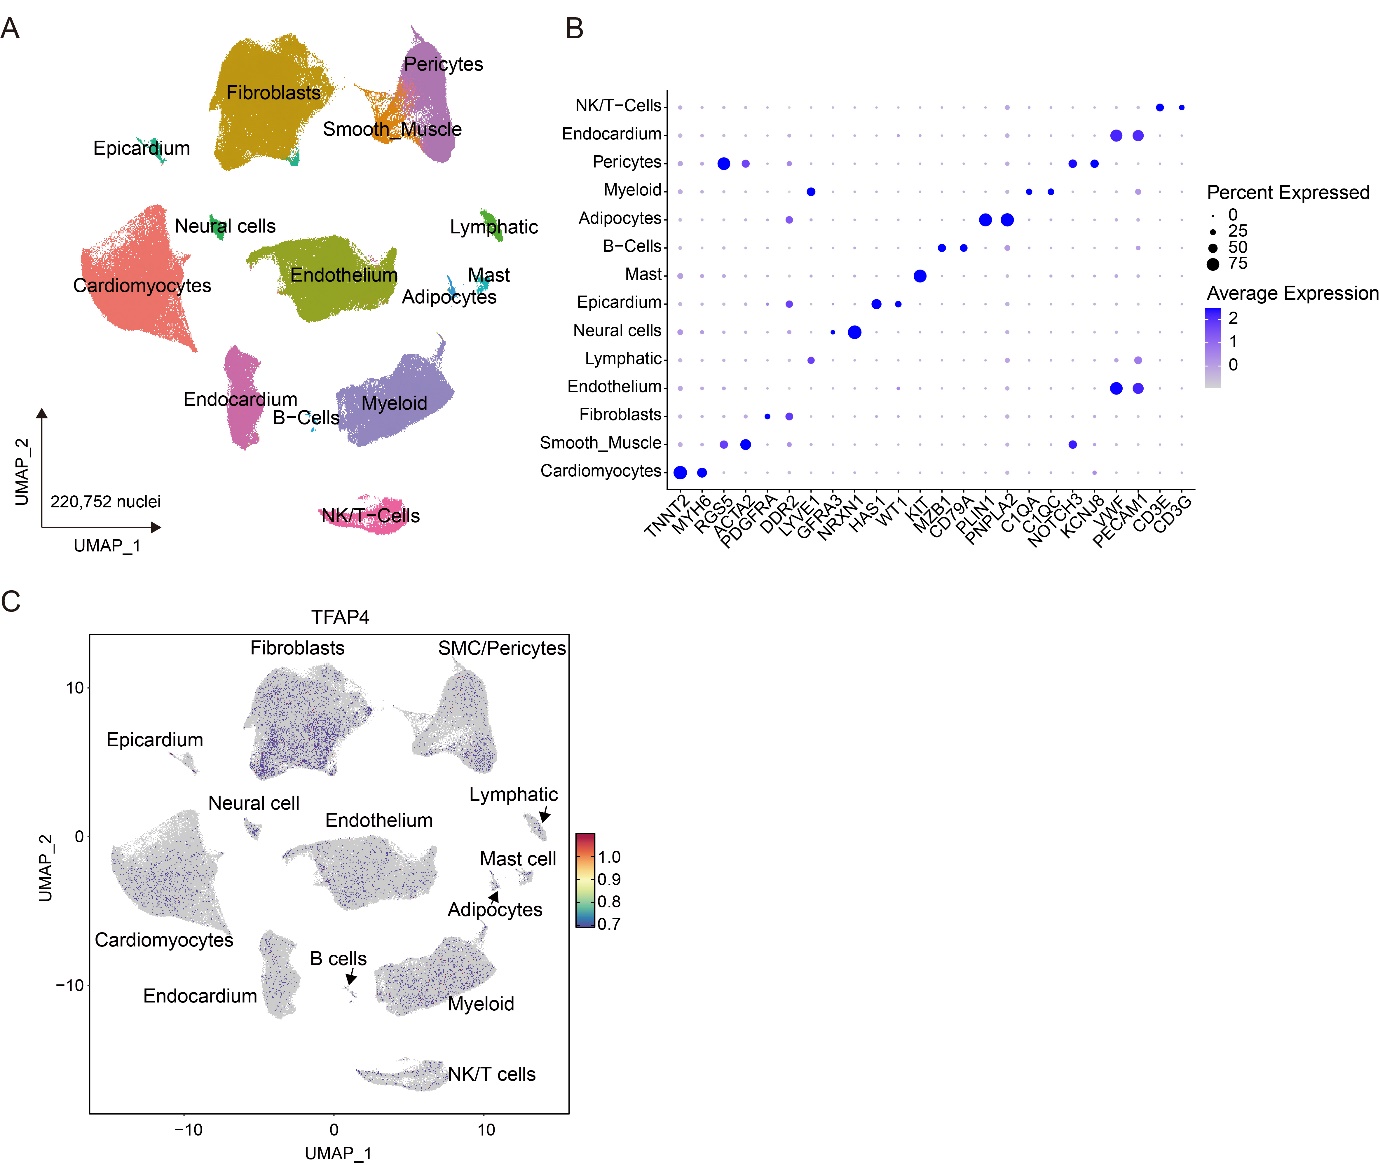

**Fig. S2. The expression level of TFAP4 in the donor and DCM group.**

(**A**) Unsupervised clustering of 220,752 nuclei isolated from healthy donors and DCM hearts identified 14 distinct cell types, visualized in a Uniform Manifold Approximation and Projection (UMAP) plot.

(**B**) Dot plot showing representative marker genes for each identified cell type in the integrated dataset.

(**C**) UMAP visualization of cardiac cells from donor and DCM groups, colored by TFAP4 expression levels.

**
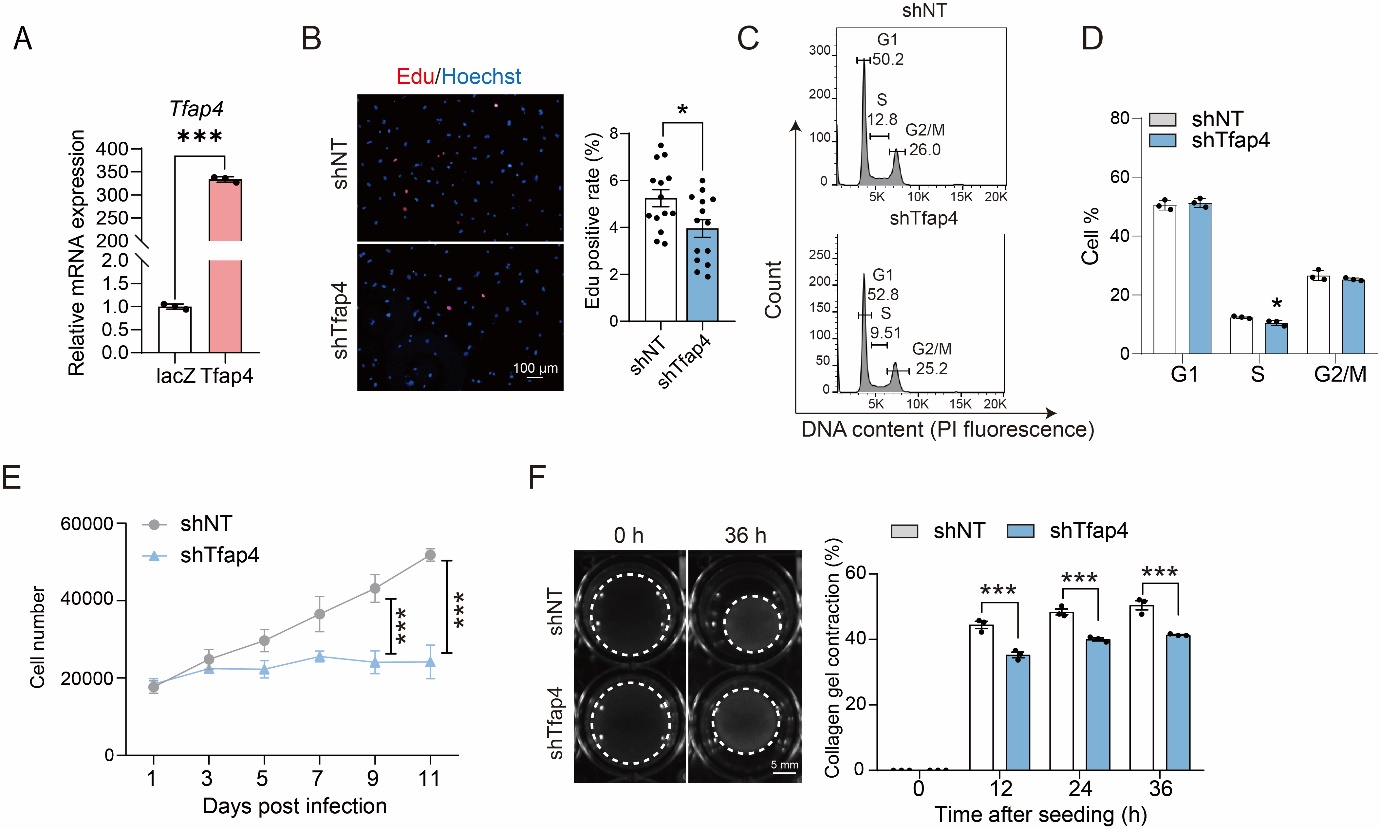
**

**Fig. S3. Tfap4 is essential for fibroblast to myofibroblast transformation.**

(**A**) RT-qPCR analysis showing the overexpression of *Tfap4* in CFs at day 5 post lentiviral transduction. Cells transduced with lentiviral LacZ were used as control (n=3, technical replicates).

(**B**) Representative ICC images and quantification of Edu^+^ CFs that were transduced with lentiviruses harboring control shNT or sh*Tfap4* (n=14, biological replicates). Scale bar, 100 μm.

(**C** and **D**) Representative flow cytometry plots (**C**) and quantification (**D**) of propidium iodide (PI) positive cells distributed in G0/G1, S or G2/M phases. CFs were transduced with lentiviral shNT or sh*Tfap4* and subjected to PI staining at 72 hours post-transduction (n=3, technical replicates).

(**E**) Quantitation of absolute numbers of CFs treated with shNT or sh*Tfap4* from day 1 to day 11 post-viral infection (n=3, technical replicates).

(**F**) Representative bright-field images (left) and quantification (right) showing the contraction area of floating collagen gels embedded with shNT or sh*Tfap4* at indicated time points (n=3, biological replicates). Scale bar, 5 mm.

All experiments were repeated at least three times. Data are presented as mean ± SEM. Groups were compared using two-tailed unpaired *t* test (**A** and **B**) or two-way ANOVA with Sidak’s multiple comparisons test (**D**-**F**). **P* < 0.05, ***P* < 0.01, and ****P* < 0.001.

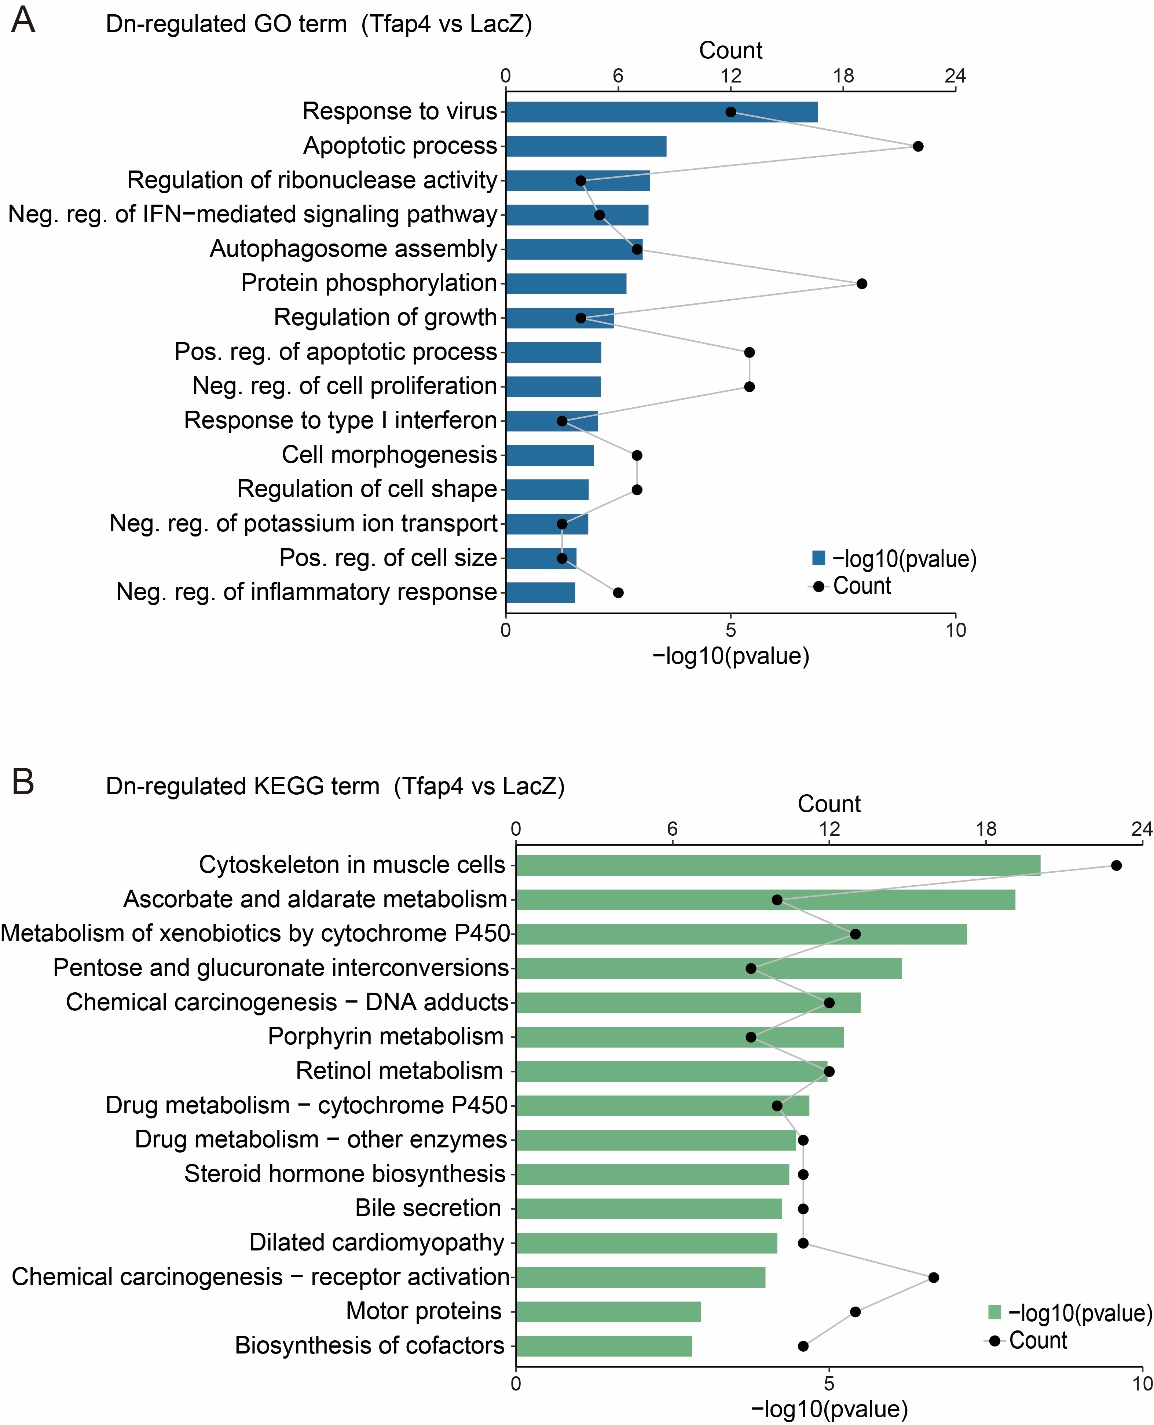

**Fig. S4. Gene enrichment analysis of downregulated DEGs in CFs with *TFAP4* overexpression.**

(**A**) Gene ontology (GO) analysis showing the enriched biological processes associated with DEGs downregulated in Tfap4-CFs compared to LacZ control cells. Neg., Negative; Pos., Positive, reg., regulation.

(**B**) KEGG enrichment analysis showing downregulated signaling pathways in Tfap4-CFs.

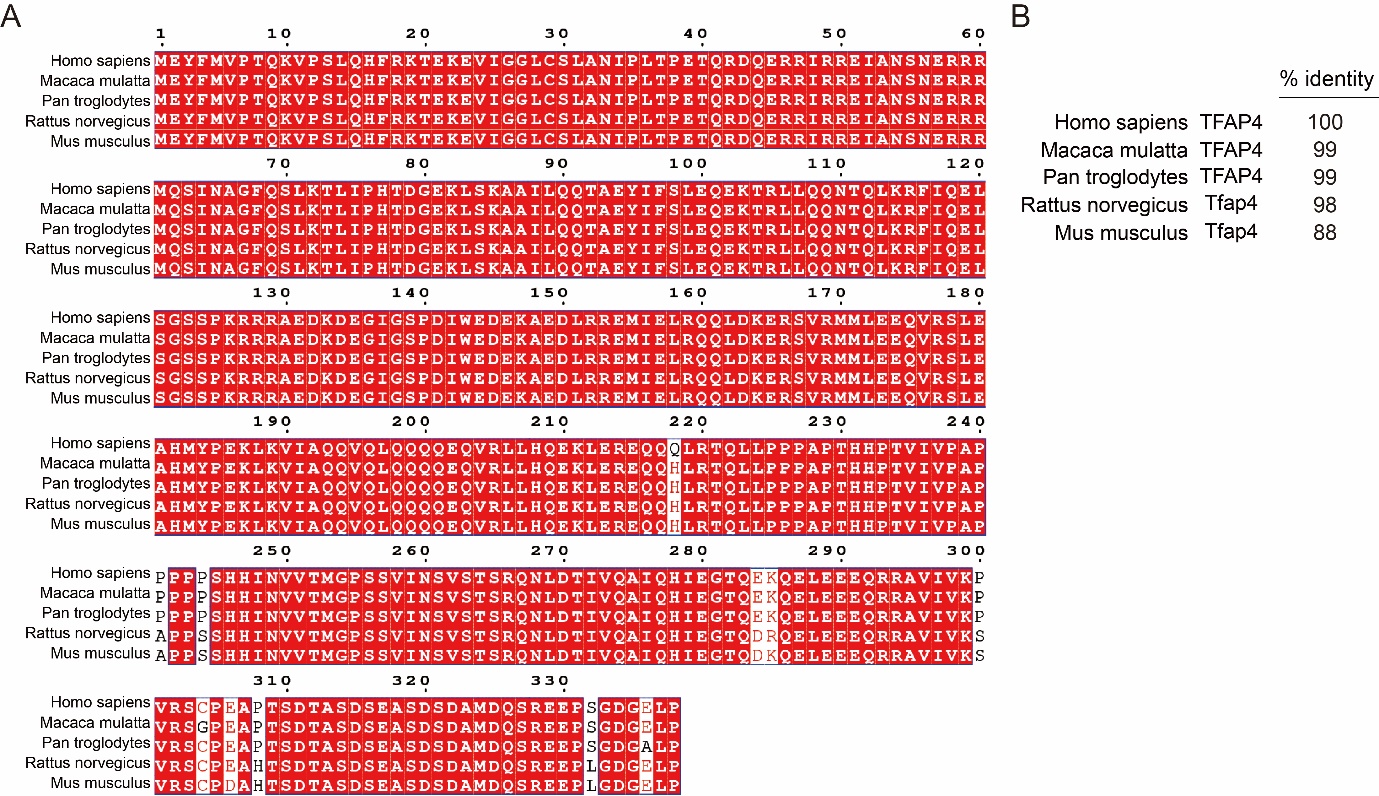

**Fig. S5. Tfap4 is a highly conserved transcription factor*.***

(**A**) Conservation analysis of the TFAP4 protein sequences.

(**B**) Identity of the total sequence between the human TFAP4 protein and TFAP4 proteins from other species.

**Supplemental Methods**

*Cell culture and viral production.*

Human embryonic kidney (HEK) 293T cells (purchased from ATCC) were cultured in Dulbecco’s modified Minimal Essential Medium (DMEM) (Gibco, 6123110) supplemented with 10% fetal bovine serum (FBS) (Newzerum, FBS-AU500) and 1% penicillin/streptomycin (Hyclone, SV30010) as previously described(Wang et al., 2022). One day before transfection, cells were seeded at a density of 4-5 million cells per 10 cm dish. For lentivirus production, 10 µg viral constructs, 7 µg psPAX2 and 3 µg pMD2.G were co-transfected to 293T cells with Polyethylenimine (PEI) (Polysciences, 24765) according to manufacturer’s instructions. Virus-containing culture medium was harvested at 48 and 72 hours after transfection, filtered through 45-μm pore size filters (Millipore) and incubated with PEG6000 solution (8% final concentration) overnight at 4°C. The next day, the mixture was spun down at 3,800 rpm for 30 min at 4℃ and the pelleted virus was resuspended with 100 µL DMEM medium per 10 cm dish. Lentivirus can be used either freshly or frozen at -80 ℃ until further use.

NIH 3T3 cells were purchased from Cell Bank/Stem Cell Bank, Chinese Academy of Sciences and cultured in DMEM supplemented with 10% new-born calf serum (TIANHANG, 22012-0612) and 1% penicillin/streptomycin. Cells were split every 2-3 days.

*Culture and TGF-β stimulation of CFs.*

CFs were seeded at density of 2.5e4 cells per cm^2^ at day 0. On the next day, cells were pretreated with serum-free media overnight and then incubated with TGF-β1 (Peprotech, 100-21C) at a concentration of 10 ng/mL for another 24 hrs as reported17. Cells were then collected for the following analysis.

*Cell cycle analysis by propidium iodide (PI) staining.*

CFs were trypsinized and washed in DPBS and collected by centrifugation at 1,000 rpm for 5 minutes. Cells were then fixed in 70% Ethanol overnight at -20°C. After washed with DPBS, the cells were incubated with FxCycle™ PI/RNase, PI staining solution (ThermoFisher, F10797) at room temperature for 15 min in the dark. Then, cells were resuspended in DPBS and analyzed with flow cytometry (BD FACSCelesta).

*Measurement of intracellular Ca^2+^ level.*

CFs were collected and washed with Hank’s Balanced Salt Solution (HBSS) (Gibco, C14175500BT) and incubated in 5 µM Cal-520 acetomethoxyl methyl ester (AM) (AAT Bioquest, 21130) for 15 min at 37℃ in dark as manufacture suggested. Subsequently, cells were washed with HBSS once, resuspended and incubated in HBSS for 20 min at 37℃ to ensure that Cal-520 AM was completely converted into Cal-520. Finally, the fluorescence intensity of intracellular Cal-520 was assessed by flow cytometry (BD FACSCelesta) and analyzed by FlowJo (v10.8.1).

*Collagen gel contraction assay.*

CFs were collected and mixed with type I collagen solution (Advanced BioMatrix, 5074) at a ratio of 7:3 to create a final fibroblast-collagen gels solution of 4e5 cells/mL. The solution was loaded into 24-well plate and incubated at 37℃ for 1.5 hours to allow collagen polymerization. Gels were then covered with 500 μL fibroblast medium. Images covering the whole well were captured every 12 hours. Gel area for each well was determined using ImageJ software and collagen gel contraction rate was calculated as the percentage of contraction by using the formula: [(initial area - contracted area) / initial area] × 100%.

*RNA extraction and RT-qPCR.*

For RNA extraction, total RNA was isolated using RNAiso Plus (Takara, 9109) and reverse transcription was performed using HiScript II Q RT SuperMix (Vazyme, R222-01). RT-qPCR was performed to quantitatively detect mRNA levels using SYBR Green Master Mix (Yeasen, 11201ES08) on a CFX Connect Real-Time PCR Detection Systems (Bio-rad). The results were normalized to those of GAPDH. The mRNA levels were calculated using the 2–ΔΔCt method. The qPCR primers used in this study are listed in Supplemental Table 3.

*Wound healing assay.*

Wound healing assay was performed as described(Wang et al., 2022). After genetic manipulations, CFs were reseeded into 24-well plate at the density of 4e4 cells per cm^2^. When the density reached 100%, the monolayers of CFs were wounded with a sterile 1-mL plastic pipette tip and then washed three times with DPBS to remove redundant cell debris. The remaining cells were incubated with medium for another 24 h. Images of the scratches were captured on 0 h and 24 h under a light microscope (Nikon). Eight different fields from each sample were considered for quantitative estimation of the distance between the borderlines. The migration rate was calculated as the wound closure percentage using the formula: [(initial wound area - wound area at later time point) /initial wound area] × 100%. The analysis was performed using ImageJ software.

*Immunofluorescent staining (ICC).*

ICC was performed as previously described(Wang et al., 2022). In general, CFs were fixed in 4% paraformaldehyde (PFA) for 15 min at room temperature, permeabilized with 0.1% Triton X-100, and blocked with 5% BSA. Treated cells were then incubated with Vimentin (Progen, GP53, 1:200), Ki67 (Abcam, ab16667, 1:250), F-Actin/ phalloidin-TRITC (Solarbio, CA1610, 1:500), and Paxillin (Abcam, ab32084, 1:500) in 1% BSA overnight. After washing the cells with DPBS three times, cells were incubated with secondary antibodies including Alexa488 (Jackson ImmunoResearch Inc.) or Cy3 (Jackson ImmunoResearch Inc.) for 1 h at room temperature in the dark. After washing, the nuclei were stained with Hoechst 33342 (Biosharp, BL803A). For ECM staining of fibronectin (Proteintech, 15613-1-AP, 1:200), cells were treated as previously described(Wang et al., 2022). The pictures were taken on Nikon and intensity of fluorescence was measured by ImageJ. The antibodies used in this assay were listed in Supplemental Table 5.

*EdU incorporation assay.*

EdU staining was performed using the Cell-Light EdU Apollo567 In Vitro Kit (RiboBio, C10310-1) in accordance with the manufacturer’s instructions. CFs were seeded at the density of 1.5e4 cells per cm^2^ and incubated with 50 µM EdU for 48 h. The percentage of EdU-incorporated cells was determined by quantifying the number of EdU-positive cells relative to the total number of nuclei detected per field.

*Western Blots.*

Cell lysates were prepared using lysis buffer (50 mM Tis-HCl, 150 mM NaCl, 1% NP40, 1 mM EDTA) with complete phosphatase and protease inhibitor cocktail (Roche, 4693159001). Primary antibodies were used at the following dilutions: mouse anti-Tfap4 (Abnova, H00007023-M01, 1:1,000), rabbit anti-α-SMA (CST, 19245S, 1:1,000), guinea pig anti-Vimentin (Progen, GP53, 1:2,000), rabbit anti-Fibronectin (Proteintech, 15613-1-AP, 1:1,000), rabbit anti-AKT (CST, 9272, 1:1,000), rabbit anti-pAKT (CST, 9271, 1:1,000), rabbit anti-Collagen I (Baijia, IPB0671, 1:1,000) and mouse anti-β-actin antibody (Santa Cruz Biotechnology, sc-47778, 1:1,000). Secondary antibodies including HRP-conjugated Affinipure Goat Anti-Mouse IgG (H+L), HRP-conjugated Affinipure Goat Anti-Rabbit IgG (H+L), HRP-conjugated Affinipure Goat Anti-Guinea pig IgG (H+L) were all from Proteintech. The target proteins were detected by chemiluminescence (EpiZyme). The blots were taken by ChemiDoc (Biorad) and the intensity of the target proteins was quantified with ImageJ software. The antibodies used in this assay were listed in Supplemental Table 5.

*Histology analysis.*

For immunofluorescence staining, mouse hearts were fixed with 0.5% PFA in DPBS supplemented with 5% sucrose overnight, followed by sequential dehydration with sucrose, and embedded in OCT compound for freezing in liquid nitrogen. Then the heart was dissected horizontally into 5 µm cryosections, which were stained with primary antibodies against Tfap4 (Abnova, H00007023-M01, 1:100) and Vimentin (Progen, GP53, 1:100), then with relative secondary antibodies (1:200) conjugated with Alexa 488 or Cy3 which were all from Jackson ImmunoResearch Inc. After washing, the nuclei were stained with Hoechst 33342 (Biosharp, BL803A). The sections were then imaged under Nikon microscope. The antibodies used in this assay were listed in Supplemental Table 5.

For Masson’s trichrome staining, the hearts were fixed with 4% PFA overnight and embedded in paraffin mold. The heart tissue was embedded in paraffin and dissected into 5 µm thick sections. Masson’s staining was performed using a modified Masson’s trichrome staining kit (BA4079B, BASO). Scar size was calculated as the percentage of total scar area divided by total left ventricle area. The results were analyzed using ImageJ in a double-blinded manner.

For wheat germ agglutinin (WGA) staining, the hearts were fixed with 4% PFA overnight and embedded in paraffin mold. The heart tissue was embedded in paraffin and dissected into 5 µm thick sections. In brief, slides were incubated with WGA conjugated to Alexa Fluor 555 (Invitrogen, W32464, 1:200) for 1 hour at room temperature and then washed with HBSS (Gibco, C14175500CP). To quantify the cross-sectional cell size, five independent hearts per group with fifty different views and positions were captured at 20× magnification. ImageJ was used to quantify the size of cardiomyocytes that were round and contained a nucleus. At least 500 cells per sample were quantified.

*Single‑cell transcriptomic datasets analysis.*

Data were downloaded from the Gene Expression Omnibus (GEO) database under the accession number GSE183852 and the gene count matrix was loaded into R (version 4.2.2) and pre-processed using Seurat (5.1.0), Single-Cell Pipeline (SCP) package (<https://github.com/zhanghao-njmu/SCP>), and Nebulosa package (<https://github.com/powellgenomicslab/Nebulosa>).

**References**

Wang, L., Yang, Y.C., Ma, H., Xie, Y.F., Xu, J., Near, D., Wang, H.F., Garbutt, T., Li, Y., Liu, J.D.*, et al.* (2022). Single-cell dual-omics reveals the transcriptomic and epigenomic diversity of cardiac non-myocytes. Cardiovascular Research *118*, 1548-1563.

**Supplemental Table 1 List of molecular cloning primers**

| **Symbol** | **Primer** | **Sequence** |
| --- | --- | --- |
| pLenti-*Tfap4* | Forward | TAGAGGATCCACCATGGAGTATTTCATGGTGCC |
|  | Reverse | GATTGTCGACTCAGGGAAGCTCCCCGTCCC |
| pHAGE-*Tfap4*-Flag | Forward | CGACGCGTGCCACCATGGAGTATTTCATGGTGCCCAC |
|  | Reverse | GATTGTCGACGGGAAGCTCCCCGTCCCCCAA |
| pGL3-Piezo2 | Forward | CGACGCGTTTTCATAGTGGATACCAGGGAG |
|  | Reverse | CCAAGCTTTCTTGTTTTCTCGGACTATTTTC |
| pGL3-Itga11 | Forward | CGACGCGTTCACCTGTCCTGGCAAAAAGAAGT |
|  | Reverse | CCAAGCTTAACCAAATCGGGGTCTCCTCTG |
| pGL3-△Piezo2 | Forward | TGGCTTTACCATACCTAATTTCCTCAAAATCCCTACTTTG |
|  | Reverse | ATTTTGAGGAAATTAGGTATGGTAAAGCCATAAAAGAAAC |
| pGL3-△Itga11 | Forward | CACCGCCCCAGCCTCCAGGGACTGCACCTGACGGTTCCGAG |
|  | Reverse | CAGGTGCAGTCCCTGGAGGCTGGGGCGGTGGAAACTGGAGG |

**Supplemental Table 2 List of shRNA oligos**

| **Genes** | **Forward sequence** | **Reverse sequence** |  |
| --- | --- | --- | --- |
| sh*Smad9*#1 | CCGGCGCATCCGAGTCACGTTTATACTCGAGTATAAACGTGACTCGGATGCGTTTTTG | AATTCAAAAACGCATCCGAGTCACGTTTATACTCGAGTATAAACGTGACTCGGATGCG |  |
| sh*Smad9*#2 | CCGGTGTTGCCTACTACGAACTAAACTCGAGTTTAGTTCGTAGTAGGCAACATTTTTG | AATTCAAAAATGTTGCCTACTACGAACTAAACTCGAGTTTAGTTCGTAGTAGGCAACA |  |
| sh*Tcf12*#1 | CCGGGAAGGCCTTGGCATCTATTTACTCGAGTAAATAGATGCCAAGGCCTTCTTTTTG | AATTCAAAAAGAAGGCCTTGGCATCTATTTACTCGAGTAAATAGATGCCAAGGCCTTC |  |
| sh*Tcf12*#2 | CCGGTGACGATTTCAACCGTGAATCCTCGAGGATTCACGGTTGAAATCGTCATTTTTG | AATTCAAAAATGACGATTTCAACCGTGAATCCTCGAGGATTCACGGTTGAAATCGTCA |  |
| sh*Mxi1*#1 | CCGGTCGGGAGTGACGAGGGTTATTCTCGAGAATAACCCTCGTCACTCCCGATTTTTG | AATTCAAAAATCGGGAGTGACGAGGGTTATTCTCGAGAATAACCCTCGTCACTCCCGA |  |
| sh*Mxi1*#2 | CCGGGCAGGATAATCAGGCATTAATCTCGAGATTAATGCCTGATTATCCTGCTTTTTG | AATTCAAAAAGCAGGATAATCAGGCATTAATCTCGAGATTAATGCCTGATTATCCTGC |  |
| sh*Bnc2*#1 | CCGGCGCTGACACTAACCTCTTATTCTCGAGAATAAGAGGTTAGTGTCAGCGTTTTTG | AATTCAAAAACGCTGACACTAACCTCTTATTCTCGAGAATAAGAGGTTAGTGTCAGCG |  |
| sh*Bnc2*#2 | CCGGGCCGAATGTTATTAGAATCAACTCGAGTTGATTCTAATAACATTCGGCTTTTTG | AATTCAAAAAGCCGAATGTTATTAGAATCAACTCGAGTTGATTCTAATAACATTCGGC |  |
| sh*Zfp82*#1 | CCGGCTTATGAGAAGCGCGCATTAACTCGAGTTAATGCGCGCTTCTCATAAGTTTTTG | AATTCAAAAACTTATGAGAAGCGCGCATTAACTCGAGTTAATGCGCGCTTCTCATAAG |  |
| sh*Zfp82*#2 | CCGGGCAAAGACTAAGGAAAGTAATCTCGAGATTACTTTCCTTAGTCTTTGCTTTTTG | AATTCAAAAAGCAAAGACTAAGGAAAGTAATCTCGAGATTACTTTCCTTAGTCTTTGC |  |
| sh*Vdr*#1 | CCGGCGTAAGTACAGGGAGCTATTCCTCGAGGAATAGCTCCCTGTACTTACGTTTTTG | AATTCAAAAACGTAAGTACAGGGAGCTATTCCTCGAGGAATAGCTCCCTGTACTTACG |  |
| sh*Vdr*#2 | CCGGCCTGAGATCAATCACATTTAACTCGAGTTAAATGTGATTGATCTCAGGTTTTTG | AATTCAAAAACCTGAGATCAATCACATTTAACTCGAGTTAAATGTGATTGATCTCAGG |  |
| sh*Rorb*#1 | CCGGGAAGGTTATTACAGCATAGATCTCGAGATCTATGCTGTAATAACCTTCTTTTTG | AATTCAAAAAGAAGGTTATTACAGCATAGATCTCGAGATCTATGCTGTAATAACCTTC |  |
| sh*Rorb*#2 | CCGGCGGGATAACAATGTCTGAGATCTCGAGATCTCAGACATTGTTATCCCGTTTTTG | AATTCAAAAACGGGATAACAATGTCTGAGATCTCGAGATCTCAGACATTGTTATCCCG |  |
| sh*Tfdp1*#1 | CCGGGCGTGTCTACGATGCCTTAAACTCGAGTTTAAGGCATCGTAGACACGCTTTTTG | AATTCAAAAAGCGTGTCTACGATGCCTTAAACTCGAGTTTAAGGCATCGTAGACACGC |  |
| sh*Tfdp1*#1 | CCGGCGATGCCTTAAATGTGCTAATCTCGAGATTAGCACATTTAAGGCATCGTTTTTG | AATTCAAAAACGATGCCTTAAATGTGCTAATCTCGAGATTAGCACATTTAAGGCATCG |  |
| sh*Eya2*#1 | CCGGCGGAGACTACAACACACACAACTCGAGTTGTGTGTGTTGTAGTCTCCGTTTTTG | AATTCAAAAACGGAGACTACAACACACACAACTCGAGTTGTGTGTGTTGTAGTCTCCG |  |
| sh*Eya2*#2 | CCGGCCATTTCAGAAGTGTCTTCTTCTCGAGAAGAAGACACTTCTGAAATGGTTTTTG | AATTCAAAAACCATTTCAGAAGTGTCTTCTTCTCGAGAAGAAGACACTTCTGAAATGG |  |
| sh*Foxc1*#1 | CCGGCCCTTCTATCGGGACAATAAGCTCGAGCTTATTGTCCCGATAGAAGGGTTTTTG | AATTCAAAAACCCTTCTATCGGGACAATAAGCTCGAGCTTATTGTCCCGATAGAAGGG |  |
| sh*Foxc1*#2 | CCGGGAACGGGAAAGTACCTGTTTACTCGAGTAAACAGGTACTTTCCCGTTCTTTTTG | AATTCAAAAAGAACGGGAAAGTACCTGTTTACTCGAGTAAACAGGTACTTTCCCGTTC |  |
| sh*Tshz3*#1 | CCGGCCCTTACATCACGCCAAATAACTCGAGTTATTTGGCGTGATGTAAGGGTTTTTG | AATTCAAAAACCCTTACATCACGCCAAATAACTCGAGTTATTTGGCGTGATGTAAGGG |  |
| sh*Tshz3*#2 | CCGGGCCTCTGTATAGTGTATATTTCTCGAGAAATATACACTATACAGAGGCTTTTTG | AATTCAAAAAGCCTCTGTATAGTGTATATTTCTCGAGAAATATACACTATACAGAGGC |  |
| sh*Cebpb*#1 | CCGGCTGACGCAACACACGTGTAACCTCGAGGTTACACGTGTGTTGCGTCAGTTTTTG | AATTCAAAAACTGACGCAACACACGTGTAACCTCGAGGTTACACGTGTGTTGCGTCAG |  |
| sh*Cebpb*#2 | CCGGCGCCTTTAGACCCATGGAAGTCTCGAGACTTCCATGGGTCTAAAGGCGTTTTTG | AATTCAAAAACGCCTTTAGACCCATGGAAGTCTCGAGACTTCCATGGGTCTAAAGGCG |  |
| sh*Kcnip3*#1 | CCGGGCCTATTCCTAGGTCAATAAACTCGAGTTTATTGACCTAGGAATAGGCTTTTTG | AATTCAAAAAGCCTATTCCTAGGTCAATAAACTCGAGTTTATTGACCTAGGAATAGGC |  |
| sh*Kcnip3*#2 | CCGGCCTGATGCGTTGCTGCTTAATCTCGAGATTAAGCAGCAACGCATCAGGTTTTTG | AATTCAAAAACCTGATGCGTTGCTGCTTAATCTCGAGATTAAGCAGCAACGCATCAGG |  |
| sh*Bhlhe40*#1 | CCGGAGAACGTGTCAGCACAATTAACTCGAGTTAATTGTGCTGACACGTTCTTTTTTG | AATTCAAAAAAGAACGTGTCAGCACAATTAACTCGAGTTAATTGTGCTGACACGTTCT |  |
| sh*Bhlhe40*#2 | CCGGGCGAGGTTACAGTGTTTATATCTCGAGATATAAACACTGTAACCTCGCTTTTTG | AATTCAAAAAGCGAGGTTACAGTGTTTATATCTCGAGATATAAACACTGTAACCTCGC |  |
| sh*Hoxb9*#1 | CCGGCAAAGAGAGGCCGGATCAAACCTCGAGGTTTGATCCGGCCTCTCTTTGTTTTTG | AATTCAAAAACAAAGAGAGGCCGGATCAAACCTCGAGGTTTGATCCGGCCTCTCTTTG |  |
| sh*Hoxb9*#2 | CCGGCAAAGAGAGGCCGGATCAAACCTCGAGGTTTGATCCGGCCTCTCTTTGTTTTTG | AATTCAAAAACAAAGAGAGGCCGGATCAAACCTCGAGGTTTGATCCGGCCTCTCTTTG |  |
| sh*Foxf2*#1 | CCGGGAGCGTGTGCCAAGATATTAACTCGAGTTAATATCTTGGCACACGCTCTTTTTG | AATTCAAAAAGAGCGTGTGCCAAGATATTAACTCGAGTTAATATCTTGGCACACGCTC |  |
| sh*Foxf2*#2 | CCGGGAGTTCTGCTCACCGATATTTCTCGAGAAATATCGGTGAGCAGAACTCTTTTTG | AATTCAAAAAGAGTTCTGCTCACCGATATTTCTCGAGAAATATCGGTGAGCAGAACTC |  |
| sh*Tfap4*#1 | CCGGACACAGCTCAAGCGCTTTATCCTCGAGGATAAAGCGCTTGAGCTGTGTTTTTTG | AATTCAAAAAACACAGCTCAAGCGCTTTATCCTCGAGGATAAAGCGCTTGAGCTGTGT |  |
| sh*Tfap4*#2 | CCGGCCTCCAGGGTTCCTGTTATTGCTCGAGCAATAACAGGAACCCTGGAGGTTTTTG | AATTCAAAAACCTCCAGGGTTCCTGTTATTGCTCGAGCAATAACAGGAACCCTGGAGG |  |
| sh*Tfap4*#3 | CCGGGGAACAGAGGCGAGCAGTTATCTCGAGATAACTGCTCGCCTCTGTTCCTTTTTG | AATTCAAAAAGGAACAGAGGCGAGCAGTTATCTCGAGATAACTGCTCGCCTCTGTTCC |  |
| sh*Tfap4*#4 | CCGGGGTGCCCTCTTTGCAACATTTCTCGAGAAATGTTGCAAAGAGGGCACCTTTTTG | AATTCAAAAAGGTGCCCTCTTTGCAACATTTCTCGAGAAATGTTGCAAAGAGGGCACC |  |
| sh*Piezo2*#1 | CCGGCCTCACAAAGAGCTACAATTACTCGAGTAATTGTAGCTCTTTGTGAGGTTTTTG | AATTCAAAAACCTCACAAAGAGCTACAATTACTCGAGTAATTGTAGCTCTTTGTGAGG |  |
| sh*Piezo2*#2 | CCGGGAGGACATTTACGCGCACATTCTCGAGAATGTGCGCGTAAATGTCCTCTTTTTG | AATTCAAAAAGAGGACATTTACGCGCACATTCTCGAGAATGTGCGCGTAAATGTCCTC |  |
| sh*Itga11*#1 | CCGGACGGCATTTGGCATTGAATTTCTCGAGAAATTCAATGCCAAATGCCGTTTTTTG | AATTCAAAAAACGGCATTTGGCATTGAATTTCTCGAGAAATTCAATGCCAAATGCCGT |  |
|  |  |  |  |
| sh*Itga11*#2 | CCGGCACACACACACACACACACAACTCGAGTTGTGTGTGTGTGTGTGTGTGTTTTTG | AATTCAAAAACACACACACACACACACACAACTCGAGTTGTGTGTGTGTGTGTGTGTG |  |
| sh*TFAP4*#1 | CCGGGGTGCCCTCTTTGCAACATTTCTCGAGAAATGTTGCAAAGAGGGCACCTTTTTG | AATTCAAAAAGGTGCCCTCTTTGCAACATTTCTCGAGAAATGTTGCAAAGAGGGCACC |  |
| sh*TFAP4*#2 | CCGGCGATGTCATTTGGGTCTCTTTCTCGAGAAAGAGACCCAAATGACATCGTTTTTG | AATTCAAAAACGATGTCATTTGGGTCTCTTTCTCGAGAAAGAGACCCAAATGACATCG |  |
| sh*TFAP4*#3 | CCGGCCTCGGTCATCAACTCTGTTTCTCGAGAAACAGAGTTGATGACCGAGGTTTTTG | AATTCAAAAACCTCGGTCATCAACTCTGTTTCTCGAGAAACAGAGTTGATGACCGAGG |  |
| shTFAP4#4 | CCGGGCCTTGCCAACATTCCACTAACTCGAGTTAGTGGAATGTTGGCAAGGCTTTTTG | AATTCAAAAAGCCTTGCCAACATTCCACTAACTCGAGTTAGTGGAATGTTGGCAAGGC |  |

**Supplemental Table 3 List of qPCR primers**

**Supplemental Table 4 List of ChIP-qPCR primers**

|  | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| Itga11-1 | TCAAACTGTTCCCAGCATGCAC | GGGATGAGGCTGACACTGCTT |
| Itga11-2 | ACTCTGATGCCCTACCCACT | GGAGGTAGGCATTCCATGACA |
| Itga11-3 | AGGGTTTGTGGTTTGTGGTGA | CAGCTGTTCCCTTGCATGTTG |
| Piezo2-1 | CCCTCGGTTGCAAGTTTAGCAC | TGAAAGCGCCATTCACCAGTC |
| Piezo2-2 | TCTCAAATGAGTCCAGGGGGC | GGCCCACGTTTTACTCTGCT |
| Piezo2-3 | GACTCCACTTGCATGGCGTT | TACTTTCTTGGCGGCTGGGA |

**Supplemental Table 5. List of antibodies**

**Primary antibodies**

| **Antibodies** | **Usage (dilution)** | **Source** | **Identifier** |
| --- | --- | --- | --- |
| anti-Ki67 antibody | ICC (1:250) | Abcam | ab16667 |
| anti-Vimentin antibody | ICC (1:200) | Progen | GP53 |
|  | IF (1:100) |  |  |
| F-Actin/ phalloidin-TRITC | ICC (1:500) | Solarbio | CA1610 |
| anti-Paxillin antibody | ICC (1:500) | Abcam | ab32084 |
| anti-α-SMA antibody | WB (1:1000) | Cell Signaling Technology | 9271 |
| anti- AKT antibody | WB (1:1000) | Cell Signaling Technology | 9272 |
| Phospho-Akt (Ser473) Antibody | WB (1:1000) | Cell Signaling Technology | 9271 |
| anti-Collagen I | WB (1:1000) | Baijia | IPB0671 |
| anti-Flag antibody | ChIP (5 μg per sample) | Sigma | F3165 |
| normal mouse IgG | ChIP (5 μg per sample) | Santa Cruz Biotechnology | B0619 |
| anti-Fibronectin | ICC (1:200) | Proteintech | 15613-1-AP |
|  | WB (1:1000) |  |  |
| anti-Tfap4 antibody | WB (1:1000) | Abnova | H00007023-M01 |
|  | IF (1:100) |  |  |
| β-Actin Antibody (C4) | WB (1:1000) | Santa Cruz Biotechnology | sc-47778 |
| Wheat germ agglutinin | IF (1:200) | Invitrogen | W32464 |

**Secondary antibodies**

| **Antibodies** | **Usage (dilution)** | **Source** | **Identifier** |
| --- | --- | --- | --- |
| Alexa Fluor® 488 affiniPure donkey anti-mouse IgG (H+L) | IHC (1:200) | Jackson ImmunoResearch Inc | 715-545-150 |
| Cy3 AffiniPure Donkey Anti-guinea pig IgG (H+L) | IHC (1:200) | Jackson ImmunoResearch Inc | 706-165-148 |
| Alexa Fluor® 488 affiniPure donkey anti-rabbit IgG (H+L) | ICC (1:500) | Jackson ImmunoResearch Inc | 711-545-152 |
| Cy™3 affinipure donkey anti-rabbit IgG (H+L) | ICC (1:500) | Jackson ImmunoResearch Inc | 711-165-152 |
| HRP-conjugated Goat Anti-Guinea pig IgG(H+L) | WB (1:5000) | Proteintech | SA00001-12 |
| Goat Anti-Rabbit IgG, Peroxidase Conjugated, H+L | WB (1:5000) | Biosharp | BL003A |
| HRP-conjugated Goat Anti-Mouse IgG(H+L) | WB (1:5000) | Proteintech | SA00001-1 |

How the deposited data were processed for this re-analysis (not part of the article)

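RNA-seq of CFs infected with lentivirus for LacZ or Tfap4 was analysed, with 2 samples per group collected 3 days post infection. The authors trimmed the reads, aligned them to mm10 with STAR, counted reads on exons with featureCounts, and deposited 1 table of RPKM values for 27721 genes and the 4 samples. The authors called DEGs with DESeq2, which was not run here; limma was used throughout, on the RPKM and, as an alternative, on recovered reads. RPKM multiplied by exonic length was a whole multiple of 1 step per sample, which gave the whole reads per gene and a total of 61811646 to 71706637 reads on genes per sample. At this depth 3 reads, taken as the floor, equal an RPKM of 0.0418 to 0.0485 for a gene of 1 kilobase.

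Samples were grouped by the insert that their labels name. Replicate numbers 1 and 2 come from the sample labels, and the text of the paper does not say that samples of the same number were prepared together, so that the fit without a block is the main one and the fit with the replicate number as a block an alternative. Genes with a mean RPKM of at least 0.5 were tested with limma (version 3.58.1, R 4.3.3) on log2(RPKM + 0.1), with lmFit and eBayes with a trend, two-sided, and Benjamini-Hochberg adjustment over the 14686 genes tested. The prior of the moderated variance had 2.80 degrees of freedom. DEGs were counted at a fold change of at least 1.5 with an unadjusted P value below 0.05, as in the legend of Fig. 3(A), and with an adjusted P value below 0.05, as in the methods. Gene lists were compared with all other genes tested by camera of limma with a correlation between genes of 0.01. The lists were written from general knowledge of the pathways, since the paper does not list the genes of its sets. Some hold genes that the paper names as changed in these data, such as Rgs4 and Piezo2 among calcium handling genes. The mesothelial, matrix-associated and ribosomal RNA lists and the list of targets named in the introduction were added after values were seen. Positions, gene types and overlaps between genes were taken from GENCODE vM21 and RefSeq, and figures were drawn with matplotlib 3.10.9 in python 3.11.15, with numpy 2.4.6.

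Named genes are those the paper names from the RNA-seq or draws in its figures, and the 17 screened transcription factors. To these were added the 5 largest rises and the 5 largest falls past the adjusted threshold whose groups do not overlap, and at most 5 genes per list past the unadjusted threshold. This rule, the tests and their alternatives were set before the data were examined. The alternatives were pseudocounts of 1 and 0.01, a mean RPKM of at least 1, no filter, median-of-ratios scaling, quantile normalization, rescaling to TPM, the replicate block, eBayes without a trend and a fold change of 2 for the counts of DEGs, a correlation between genes estimated per list, and leaving out each sample in turn. Chosen after seeing the values were voom of limma on the recovered reads, voom on the genes with at least 10 reads, pre-ranked GSEA with fgsea 1.28.0, eBayes without a trend for single genes, and further filters for Tfap4, Itga11 and Piezo2. With 1 sample left out, an arm holds 1 sample, and fold changes are given without P values.

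The test was tested on simulated data with the depth and the replicate noise of these samples. Of 200 changed genes, 185 were called at the adjusted and 199 at the unadjusted P value, and of 14486 unchanged genes 19 and 116 were called. In 5 simulations without any change, 101 to 130 genes were called at the unadjusted P value and at most 4 at the adjusted one. Noise that differs between genes was not simulated, so these counts do not show how many changes are missed or falsely called in the real samples. A search for the TFAP4 binding motif in promoters was left out, because no genome sequence was used here. RT-qPCR, protein, imaging and animal experiments of the paper were not analysed here.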

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

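Of the tests in this part, those on mesothelial markers, those on the host genes Gabre and Hadhb, and the fits with voom, with voom on genes with at least 10 reads and with eBayes without a trend for single genes were chosen only after the result was seen.

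The microRNA precursors Mir1960, on chromosome 5 from 30170739 to 30170816 on the plus strand, and Mir224, on chromosome X from 72261031 to 72261112 on the minus strand, are not discussed in the paper and had reads in Tfap4-CFs alone. Mir1960 had 0 and 0 reads in the LacZ control samples and 10 and 11 in the Tfap4-CF samples, and was at least 3.05-fold higher against the floor of 3 reads. Mir224 had 0 and 0 reads in the LacZ control samples and 10 and 11 in the Tfap4-CF samples, at least 3.05-fold higher as well. The adjusted P values of limma were 0.0165 for Mir1960 and 0.0178 for Mir224, with a range of 0.00797 to 0.0625 and of 0.00762 to 0.0653 over the alternatives without read weights. Few reads on a short gene were tested as an explanation with voom, which weighs values by reads: the adjusted P values were 0.0165 for Mir1960 and 0.0164 for Mir224, and both passed. With voom on all genes with at least 10 reads, however, the adjusted P values were 0.121 and 0.120, so the calls depend on which genes are tested. Mir224 lies in an intron of Gabre, and Gabre was also higher, with a log2 fold change of 0.90 and an unadjusted P of 0.0345 from limma without the filter. Reads of unspliced Gabre RNA may therefore account for those on Mir224, and the 2 cannot be told apart. Mir1960 lies in an intron of Hadhb, which changed by 0.08 (limma adjusted P = 0.753). Reads on the exon of a precursor do not measure the mature microRNA, and no biological explanation was tested for either precursor.

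Msln, Upk1b, Adcyap1r1 and Upk3b are outside the genes the paper discusses and were among the 5 largest falls in Tfap4-CFs. Msln, on chromosome 17 from 25748614 to 25754327 on the minus strand, had a log2 fold change of −3.59 (standard error 0.375, limma adjusted P = 0.0261, 0.0114 to 0.0860 over the alternatives without read weights, as for the ranges below), with 747 and 999 reads in the LacZ control samples and 40 and 99 in the Tfap4-CF samples. Upk1b, on chromosome 16 from 38773184 to 38800203 on the minus strand, changed by −2.80 (0.239, limma adjusted P = 0.0184, 0.0131 to 0.0718), with 1325 and 1470 reads in the LacZ control samples and 161 and 264 in the Tfap4-CF samples. Upk3b, on chromosome 5 from 136038496 to 136046487 on the plus strand, changed by −2.64 (0.115, limma adjusted P = 0.00380, 0.00302 to 0.0270), with 1154 and 1394 reads in the LacZ control samples and 192 and 210 in the Tfap4-CF samples. Adcyap1r1, on chromosome 6 from 55451978 to 55501451 on the plus strand, changed by −2.68 (0.306, limma adjusted P = 0.0298, 0.0123 to 0.0873), with 472 and 546 reads in the LacZ control samples and 44 and 50 in the Tfap4-CF samples. Each was lower in 2 of 2 Tfap4-CF samples than in both LacZ control samples. Over the changes of pseudocount, filter and scaling, the log2 fold changes lay from −3.86 to −2.32 for Msln, −2.87 to −2.30 for Upk1b, −2.76 to −1.85 for Upk3b and −3.43 to −0.99 for Adcyap1r1.

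Msln, Upk1b and Upk3b, with Lrrn4, are known as genes of mesothelial cells, and fewer mesothelial cells in the Tfap4 cultures were tested with a list of 22 other mesothelial markers. Of the 15 tested, 11 were lower and 4 higher, with a mean log2 fold change of −0.70, and camera gave P = 2.45e-04 (n = 15 genes). Past limma's adjusted threshold, Bnc1 (−2.15), Krt8 (−1.87), Gpm6a (−1.80), Krt7 (−1.46) and Krt18 (−0.85) were lower and Krt19 (1.07) was higher, named after their values were seen. With the replicate block, the limma adjusted P values were 0.0285, 0.0458, 0.0459, 0.0615, 0.0929 and 0.102 in this order, and camera gave P = 1.85e-04 (n = 15 genes). The fold changes of the markers differed by more than their standard errors (Cochran's Q, a chi-square test, P = 5.92e-159); other cells may express some of these genes, so this speaks neither for nor against a change in the number of cells. Between the LacZ control replicates the markers did not move together, with a mean difference at percentile 51.3 of 10000 random lists matched on expression. A smaller share of mesothelial cells may account for part of the fall, and an effect of Tfap4 on these genes within CFs cannot be told apart from it. Adcyap1r1 is not on the marker list, and no explanation was tested for it.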

How the results depend on the processing

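In this part, the alternatives with voom, with pre-ranked GSEA, with eBayes without a trend for single genes, and with further filters for Tfap4, Itga11 and Piezo2 were chosen only after the result was seen.

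The counts of DEGs moved with the filter, the variance model and the thresholds. At the unadjusted P value (376 higher, 372 lower), a pseudocount of 1 gave 248 and 205, no filter 805 and 681, a fold change of 2 gave 174 and 131, and voom on genes with at least 10 reads 689 and 635. At the adjusted P value of limma (163 higher, 150 lower), the replicate block gave 50 and 36, no filter 39 and 21, eBayes without a trend 40 and 28, a fold change of 2 gave 82 and 69, voom 278 and 277, and voom on genes with at least 10 reads 337 and 329. Within 1.5 times of these counts were those with a pseudocount of 0.01, median-of-ratios scaling, quantile normalization, TPM and a mean RPKM of at least 1, at the adjusted P value also a pseudocount of 1, and at the unadjusted one also the replicate block, eBayes without a trend and voom. With the block, deviations of same-numbered samples over all tested genes were correlated by −0.0361, and the block spends 1 of few degrees of freedom on the replicate number. Counts on the fold change alone were 559 higher and 529 lower, and 628 to 729 and 619 to 707 across the 4 fits that each left out one sample. Leaving out a sample moves a fold change by arithmetic between group means of 2 values, so that these ranges show no stability.

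Tfap4 and Piezo2 kept their direction and stayed past the adjusted threshold under each alternative run, with limma adjusted P values up to 0.00266 and 0.0147, both from eBayes without a trend. Itga11 kept its log2 fold change of 1.49 but not its side of the adjusted threshold with the replicate block (0.0557), without the filter (limma adjusted P = 0.0789) and with eBayes without a trend (0.0642), in a range of 0.0174 to 0.0789 over the alternatives without read weights, and 3.49e-06 with voom; the cause was not tested.

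For core matrix genes, whose P was 0.905, the direction of the camera test reversed with quantile normalization (P = 0.714, n = 102 genes), a mean RPKM of at least 1 (0.950), no filter (0.674) and voom (0.931), none past the threshold. Pre-ranked GSEA, which weighs the genes at the top of the ranking, passed it (permutation P = 0.0350). With the correlation between genes estimated per list, the interferon response (P = 0.136, n = 39 genes) and proliferation (P = 0.149, n = 40 genes) no longer passed. Smooth muscle contraction and calcium handling stayed past the threshold and YAP/TAZ targets did not pass it, under each alternative run; the causes were not tested. With 1 sample left out, the mean log2 fold change of the list kept its sign except for core matrix (mean log2 fold change of the list: core matrix, −0.0576 to 0.0326) and YAP/TAZ targets (mean log2 fold change of the list: YAP/TAZ targets, −3.26e-04 to 0.0763).

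Of the 141 other named genes, 122 were tested. Under at least 1 alternative fit 55 fell short of the adjusted P value of 0.05 they had passed, 30 passed it anew and 1 reversed. Falling short came mostly without the filter (51 genes), with eBayes without a trend (49) and with the replicate block (41), and passing anew with voom (29) and voom on genes with at least 10 reads (30). The Timp1 log2 fold change reversed from 0.00259 to −0.0531 with quantile normalization and −0.00988 with TPM, and from −0.11 to 0.11 with 1 sample left out. Signs also differed with 1 sample left out for Bnc2 (−0.0693 to 0.33), Zfp82 (−0.0446 to 0.34), Rorb (−0.0295 to 0.0327), Kcnip3 (−0.14 to 0.0777) and Foxf2 (−0.30 to 0.15); the causes were not tested.

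Some calls rest on few reads: 211 of the 748 genes past the unadjusted threshold had a mean below 100 reads, and 14 of the 61 genes drawn in the figures lay under the filter. Not run were count tests with DESeq2 and edgeR, which had been set for a table of counts, the recovered reads being tested with voom alone, and the motif test with its 3 alternatives, since no genome sequence was used here.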

Differences from the paper's values

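In this part, only the settings with voom, with pre-ranked GSEA and with eBayes without a trend for single genes were chosen after the result was seen.

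At the adjusted P value, 163 genes were higher and 150 lower with limma, against the paper's 534 and 476. None of the alternatives set before the data were examined closed the gap; voom on genes with at least 10 reads, chosen after seeing the values, gave 337 and 329, of which 329 lies within 1.5 times of the paper's 476. At the unadjusted P value of the legend, the counts of 376 and 372 lay within 1.5 times of the paper's. Both fell outside with a pseudocount of 1 (248 and 205), a mean RPKM of at least 1 (294 and 289) and a fold change of 2 (174 and 131). Without the filter, the 805 higher genes lay outside and the 681 lower genes within. Both counts stayed within with a pseudocount of 0.01, the replicate block, median-of-ratios scaling, quantile normalization, TPM and eBayes without a trend.

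The log2 fold change of Tfap4 was 6.48 against the paper's about 6.6 in Fig. 3(A), read by eye, and that of Igfbp3 was 3.35 against the paper's about 3.4 in Fig. 3(A), read by eye; neither gap was closed by any of the alternatives set before the data were examined or by the voom settings, chosen after seeing the values. Lrrn4 had −4.20 against the paper's about −4.4 in Fig. 3(A), read by eye, a gap closed with a pseudocount of 0.01 (−4.41) and TPM (−4.36) and not with the other alternatives set beforehand, and also with voom (−4.43) and voom on genes with at least 10 reads (−4.43), chosen after seeing the values. Wnt11 had 0.75 against the paper's about 1.0 in Fig. 5(B), read by eye, closed with a pseudocount of 0.01 (0.98) and TPM (0.90) and not with the others set beforehand, and also with voom on genes with at least 10 reads (1.00), chosen after seeing the values. Ednra had 0.65 against the paper's about 0.82 in Fig. 5(B), read by eye, closed with a pseudocount of 0.01 (0.79), TPM (0.73) and without Tfap4 replicate 1 (0.74), and not with the others set beforehand, and also with voom on genes with at least 10 reads (0.80), chosen after seeing the values. Gaps were judged against the SD between replicates, which was 0.0337 for Tfap4 and 0.00482 for Igfbp3. An error of reading by eye was not included in these comparisons. The gaps of Tfap4 and Igfbp3 may be no larger than that error.

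The paper draws as higher in Tfap4-CFs 8 tested genes that did not pass the unadjusted threshold, with its fold change of 1.5, here. Of these, Atp2b1, Cald1, Cav1 and Rock2 come from Fig. 3(E), which draws representative genes of a GSEA set and does not call them DEGs. Their unadjusted P values from limma were 0.00292, 0.00221, 0.0149 and 0.00260, so that they fell short on the fold change alone. Atp2b1 (0.28), Cald1 (0.32), Cav1 (0.45), Rock2 (0.30) and Pde2a (0.56) stayed below a fold change of 1.5 and were called under none of the settings run. Bmp6 (0.56) was called with quantile normalization. Igf1 (0.58) was called at the unadjusted P value with a pseudocount of 0.01, median-of-ratios scaling and TPM, and at the adjusted P value with voom and with voom on genes with at least 10 reads, both chosen after seeing the values. Fgf1 (0.51) was called at the unadjusted P value with both voom settings, chosen after seeing the values.

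Of 14 drawn genes under the filter, Cacnb4, Col6a5, Fgf13, Pparg and Wnt11 were called at the unadjusted P value without the filter, and 0 at the adjusted one. Voom on genes with at least 10 reads, chosen after seeing the values, called 12 of the 14 at the unadjusted P value (all but Cacna1b and Cacna1c), and Cacna1a, Cacnb4, Chrm3, Col6a5, Ednra, Fgf13, Ntrk3 and Pparg at the adjusted one. Angpt2, Aqp1, Fgf9, Fkbp1b, Igfbp2, Mylk, Pdgfd, Scube3, Thbs3 and Trpv2 passed the unadjusted and not the adjusted threshold. All of these but Fkbp1b were called at the adjusted P value with both voom settings, chosen after seeing the values; Pdgfd also was with a pseudocount of 1, TPM and a mean RPKM of at least 1, and Scube3 with a pseudocount of 1 and eBayes without a trend.

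The paper reports the matrix gene set as enriched among genes higher in Tfap4-CFs. The core matrix list was not higher by camera (P = 0.905, n = 102 genes), and pre-ranked GSEA, chosen after seeing the values, gave a permutation P of 0.0350. The paper's set is the matrisome, of which this list covers a part, and camera is another kind of test than the paper's GSEA. The core matrix and matrix-associated lists were not tested together, so the camera result does not contradict the paper's. The enrichment scores of Fig. 3(D) and 3(F) belong to gene sets whose members the paper does not list, and were not compared.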

Other observations

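In this part, the tests on cardiomyocyte markers and on ribosomal RNA genes with Cochran's Q, the matrix-associated list, the list of targets named in the introduction and eBayes without a trend for single genes were chosen only after the result was seen.

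Proliferation genes were lower in Tfap4-CFs, 38 of 40 tested, with a mean log2 fold change of −0.40 (camera P = 8.89e-10, n = 40 genes; 4.36e-09 with the replicate block, 0.149 with the correlation between genes estimated). At limma's adjusted threshold 1 gene was called, Mcm5 (−0.69, adjusted P = 0.0494, 0.113 with the replicate block), and 11 at the unadjusted one; over the list alone 14 had an adjusted P value below 0.05. Mki67 changed by −0.61 (limma adjusted P = 0.110, 0.185 with the block). The mean was −0.38 with median-of-ratios scaling, −0.40 after removing a trend on GC content and length, and −0.39 with each library drawn down to 61811646 reads. For the interferon response genes, with a mean of −0.49, the same 3 tests gave −0.48, −0.50 and −0.49. Quantile normalization gave a mean of −0.38 for proliferation genes and −0.48 for interferon response genes. Scaling and the removal of a trend on GC content and length moved either mean little, which argues against these as the main source of either pattern. The draw to a common depth could hardly move a mean, since RPKM is already scaled by reads and libraries held 61811646 to 71706637 reads. It therefore decides nothing about depth. These tests do not exclude other technical causes. The amount of virus and the density of the cultures were not tested, and neither pattern can be told apart from a difference in them. For proliferation, the paper reports the opposite direction by other measures: Tfap4 overexpression gave more Edu+ and Ki67+ CFs and more cycling cells (Fig. 2(A)-(D)). Those assays read DNA synthesis, protein and DNA content in cells rather than RNA, and the difference was not explained here.

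Cardiomyocyte markers were lower in Tfap4-CFs, 10 of 10 tested, with a mean log2 fold change of −1.36 (camera P = 7.81e-07, n = 10 genes; 6.56e-09 with the replicate block), 4 past the adjusted threshold of limma and 8 past the unadjusted one. Between the LacZ control replicates, 10 of 10 markers were higher in replicate 2, by 0.62 on average, at percentile 99.6 of 10000 random lists matched on expression. Between the Tfap4-CF replicates, 7 of 10 were higher in replicate 2, by 0.24 on average, at percentile 92.5 of such lists. This may come from different amounts of cardiomyocyte RNA in the libraries or from something that follows the replicate number. The fold changes differed by more than their standard errors (Cochran's Q, a chi-square test, P = 3.43e-11), which does not decide between these and an effect of Tfap4.

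Genes listed here as ribosomal RNA were lower in Tfap4-CFs: Gm42418 (−1.20, limma adjusted P = 0.0342, 0.0306 with the replicate block), Rn18s-rs5 (−1.19), AY036118 (−1.17) and Gm23935 (−1.17). They held 0.739% and 0.572% of the reads in replicates 1 and 2 of LacZ control and 0.310% and 0.263% in replicates 1 and 2 of the Tfap4-CFs, a lower share in replicate 2 of both groups. With median-of-ratios scaling the mean log2 fold change was −1.16. Cochran's Q, a chi-square test, gave P = 0.999, but 3 of the 4 genes overlap at 1 locus and are not independent. Gm23935 lies away from that locus. GENCODE annotates it as a microRNA, and Gm42418 and AY036118 as long noncoding RNA, not as ribosomal RNA. The pattern cannot be told apart from different amounts of ribosomal RNA left after depletion.

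A list of matrix-associated proteins outside the core matrix list tested whether a rise of matrix genes lies there: its 185 genes had a mean log2 fold change of 0.04 (camera P = 0.672, n = 185 genes), with 14 higher and 6 lower past the adjusted threshold of limma. It was not higher as a group, and some of its genes moved in either direction.

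Of the RT-qPCR activation markers of Fig. 2(E), 11 were tested and 10 were higher (camera P = 1.20e-04, n = 11 genes; 3.21e-04 with the replicate block). Acta2 and Col6a6 passed the adjusted threshold. Ctgf changed by 0.42 (limma adjusted P = 0.0533), with 23.2% of its exonic bases under a gene on the opposite strand, Fn1 by 0.10 (0.420), Mmp2 by −0.31 (0.113) and Timp1 by 0.00259. Timp1 reversed its sign with quantile normalization and TPM.

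Piezo1 had a log2 fold change of −0.30 (limma adjusted P = 0.0479, 0.111 with the replicate block, 0.0413 to 0.141 over the alternatives without read weights), below a fold change of 1.5, and 24.6% of its exonic bases overlap Ctu2. YAP/TAZ targets had a mean log2 fold change of 0.04 (8 higher, 11 lower, camera P = 0.502, n = 19 genes; 0.544 with the replicate block). Of the genes that the introduction names as TFAP4 targets, Cdkn2a changed by 1.79 (limma adjusted P = 0.0186, 0.0487 with the block), Cdkn1a by −0.12 (0.221), Snai1 by −0.11 (0.432) and Dvl1 by −0.09 (0.344). Of the 17 screened transcription factors 14 were tested, and besides Tfap4 none passed the adjusted and fold change thresholds together, against 1 at the unadjusted P value, Eya2 (0.61, limma adjusted P = 0.150).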
